# Highly conserved and *cis*-acting lncRNAs produced from paralogous regions in the center of HOXA and HOXB clusters in the endoderm lineage

**DOI:** 10.1371/journal.pgen.1009681

**Published:** 2021-07-19

**Authors:** Neta Degani, Yoav Lubelsky, Rotem Ben-Tov Perry, Elena Ainbinder, Igor Ulitsky

## Abstract

Long noncoding RNAs (lncRNAs) have been shown to play important roles in gene regulatory networks acting in early development. There has been rapid turnover of lncRNA loci during vertebrate evolution, with few human lncRNAs conserved beyond mammals. The sequences of these rare deeply conserved lncRNAs are typically not similar to each other. Here, we characterize *HOXA-AS3* and *HOXB-AS3*, lncRNAs produced from the central regions of the HOXA and HOXB clusters. Sequence-similar orthologs of both lncRNAs are found in multiple vertebrate species and there is evident sequence similarity between their promoters, suggesting that the production of these lncRNAs predates the duplication of the HOX clusters at the root of the vertebrate lineage. This conservation extends to similar expression patterns of the two lncRNAs, in particular in cells transiently arising during early development or in the adult colon. Functionally, the RNA products of *HOXA-AS3* and *HOXB-AS3* regulate the expression of their overlapping HOX5–7 genes both in HT-29 cells and during differentiation of human embryonic stem cells. Beyond production of paralogous protein-coding and microRNA genes, the regulatory program in the HOX clusters therefore also relies on paralogous lncRNAs acting in restricted spatial and temporal windows of embryonic development and cell differentiation.

## Author summary

Each of the four Hox clusters in vertebrate genomes encodes up to 11 transcription factors whose activity is extensively regulated spatially and temporally, and which help determine the developmental and adult transcriptome in space and time. These Hox transcription factors belong to 13 homology groups, and Hox clusters also encode various noncoding transcripts, including microRNAs and long noncoding RNAs (lncRNAs). We characterize in detail two lncRNAs, *HOXA-AS3* and *HOXB-AS3*, which are transcribed from matching regions in the HOXA and HOXB clusters, respectively. These lncRNAs are highly conserved in vertebrate evolution and transcribed antisense to Hox protein-coding genes from groups 5–7. Beyond the matching positions, the promoters of *HOXA-AS3* and *HOXB-AS3* share sequence similarity, their expression patterns are correlated with each other, mostly in the endoderm lineage, and they positively regulate the expression of the Hox protein-coding genes that they overlap. Regulation by lncRNAs thus appears to be an ancestral feature of HOX clusters, likely pre-dating the duplication of the Hox clusters at the root of the vertebrate lineage.

## Introduction

Over the past decade, genome-wide transcriptome analyses revealed a plaetora of noncoding RNAs, that are expressed from a large number of genomic loci. Among those non-coding genes are long noncoding RNAs (lncRNAs), RNA Pol2 products that are longer than 200 nt. Similarly to mRNAs, lncRNAs begin with a 5’ cap and end with a poly(A) tail. To date, thousands of lncRNAs have been reported in different vertebrates [1,2], and it is yet unknown how many of them are functional and what is the full extent of their biological diversity. Many lncRNAs display highly restricted expression profiles during development, potentially allowing them to control gene expression in specific cellular contexts [2,3]. Some lncRNAs have been shown to indeed contribute to proper embryonic development [4].

Mouse and human Hox genes are organized in four genomic clusters (HOXA to HOXD) that exhibit a unique mode of transcriptional regulation–temporal and spatial collinearity–the position of the genes along the chromosome roughly corresponds to the time and place of their expression during development. The sequential activation of Hox genes in the primitive streak helps determine the subsequent pattern of expression along the anterior–posterior axis of the embryo [5,6]. Despite the crucial importance of Hox genes during development [7], the molecular pathways that dictate their collinear expression are not fully understood.

Noncoding RNAs are likely to play important roles in Hox gene regulation. For example, Hox clusters encode two conserved miRNAs, miR-10 and miR-196, that target some of the Hox genes and help establish specific regulatory programs in the embryo [8,9]. One of the first lncRNAs that has been studied in detail, *HOTAIR*, is produced from the HOXC cluster and was reported to regulate expression of HOXD genes [10]. Since this seminal discovery, numerous lncRNAs have been implicated as important in the Hox gene regulation [11]. For example, *HOTTIP*, a lncRNA is located at the 5’ end of the HOXA cluster, was shown to control activation of 5’ HOXA genes in *cis* via cooperation with an MLL histone methyltransferase complex and chromosomal looping that brings it into close proximity with 5’ HOXA gene loci [12].

The protein-coding genes in the four vertebrate Hox clusters belong to 13 groups of orthologs that can be traced to ancestral clusters that existed before the two rounds of genome-duplication [13]. The two conserved microRNA families encoded in the Hox clusters, miR-10 and miR-196, are represented in multiple clusters [14]. lncRNAs have been described in each of the four clusters but so far there were no known cases of clear similarity between lncRNAs across clusters. Here, we focus on a pair of lncRNAs that appear to be some of the most conserved lncRNAs produced from the vertebrate Hox clusters–*HOXA-AS3* and *HOXB-AS3*. We provide evidence that it is likely that the production of these lncRNAs precedes the duplication of the ancestral Hox cluster into HOXA and HOXB. Both lncRNAs are expressed predominantly in the embryo, with expression patterns more similar to each other than to nearby protein-coding genes. In the adult, *HOXA-AS3* expression is mostly restricted to tissues of endodermal lineage, and specifically to immature goblet cells and tuft cells. The similar expression of *HOXA-AS3* and *HOXB-AS3* is likely driven by conserved and shared binding sites for CDX transcription factors in the *HOXA-AS3* and *HOXB-AS3* promoters. Using human cell lines and human embryonic stem cells, we show that perturbation of *HOXA-AS3* and *HOXB-AS3* expression results in corresponding changes in expression of HOX-6 and HOX-7 genes. These results suggest co-ordinated and ancient lncRNAs production from central regions of the Hox clusters that plays important *cis*-acting gene regulatory roles in cells of the endodermal lineage.

## Results

### A pair of conserved lncRNAs in the middle of HOXA and HOXB clusters

The central regions of HOX clusters give rise to a large variety of transcription products that undergo extensive alternative splicing (**S1A Fig**). We first focused on *HOXA-AS3*, the main transcription start site of which lies ~700 nt downstream of the annotated 3’ end of *HOXA5* and which is transcribed antisense to *HOXA5* and *HOXA6*, terminating in the single intron of *HOXA7* (**Figs 1A** and **S1A**). The region in the mouse genome that aligns to the *HOXA-AS3* promoter is the promoter of *Hoxaas3* (*2700086A05Rik*), which terminates in the intergenic region between *Hoxa6* and *Hoxa7* (**Fig 1A**). The promoter of *HOXA-AS3* is highly conserved in other vertebrates, but transcripts originating from it are not consistently annotated, likely due to its very restricted expression in adult tissues, as it is expressed predominantly in the embryo (see below). Using available RNA-seq data we could identify orthologs for *HOXA-AS3* in opossum and *X*. *tropicalis* (**Figs 1A** and **S1**). Transcription of these orthologs, similarly to that of the human *HOXA-AS3*, started ~500 nt downstream of the 3’ end of *HOXA5* and ended in the intron of *HOXA7*. *HOXA-AS3* exhibited significant sequence similarity with the orthologs from mouse, opossum, and *X*. *tropicalis* (BLAST E-value<10^−40^). Notably, homology with the *X*. *tropicalis* ortholog was restricted to the region overlapping *HOXA7*.

**Fig 1:**
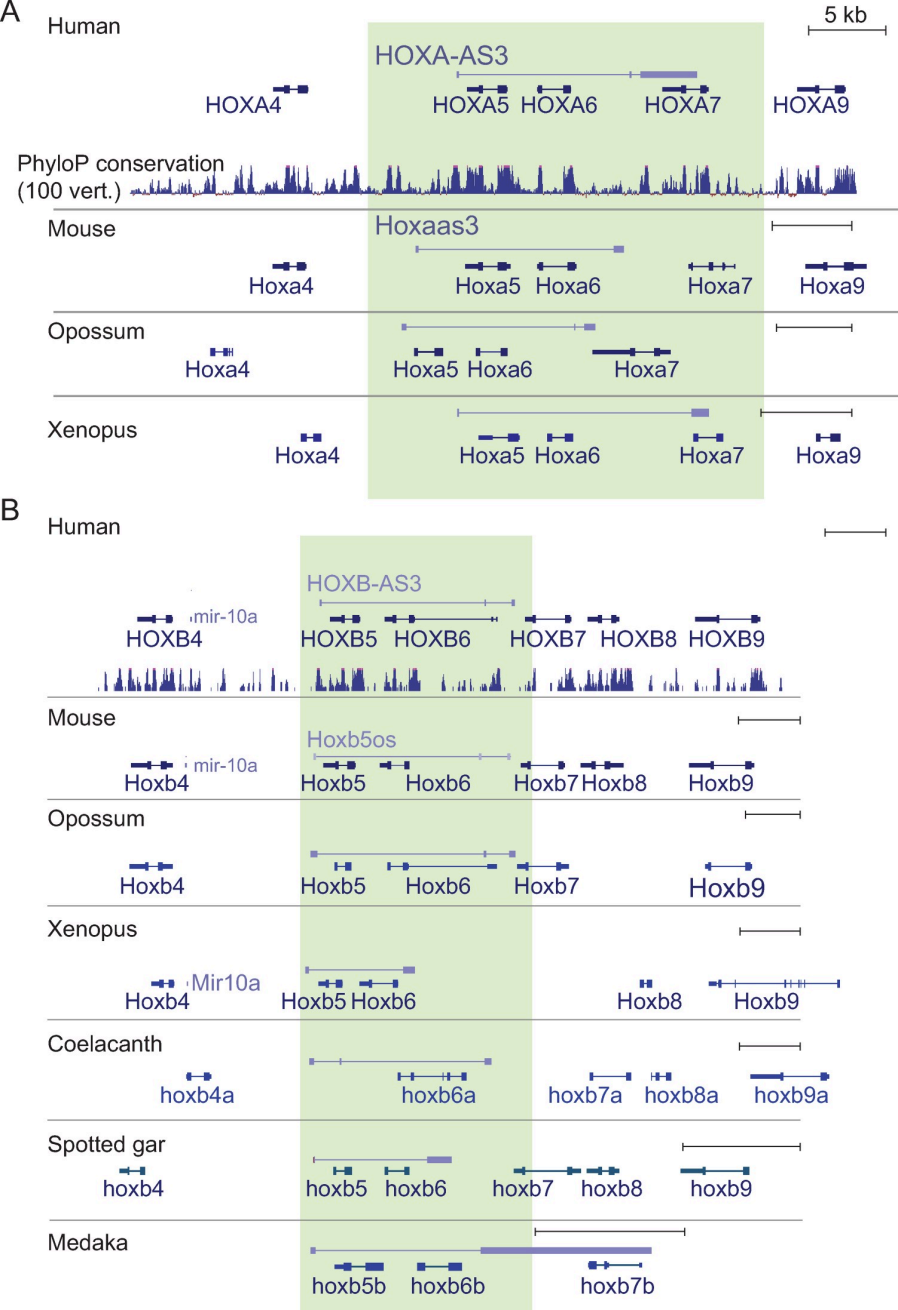
Orthologs of *HOXA-AS3* and *HOXB-AS3* in different vertebrate species. Transcript models annotated by Ensembl, Refseq, or PLAR [61], or manually reconstructed based on RNA-seq data (see **S1 Fig**) for *HOXA-AS3* (**A**) and HOXB-AS3 (**B**) are shown alongside the annotated protein-coding genes in the locus. The lncRNAs are transcribed from the ‘+’ strand and all other genes are transcribed from the ‘-’ strand. The regions of *HOXA-AS3* and *HOXB-AS3* are shaded.

*HOXB-AS3* transcription in human starts ~900 nt downstream of the 3’ end of *HOXB5* and terminates in the intergenic region between *HOXB6* and *HOXB7* (**Figs 1B** and **S1A**). Presumably because of its broader expression compared to *HOXA-AS3*, orthologs of *HOXB-AS3* were readily identifiable in more species. In mouse, it is annotated as *Hoxb5os* (*0610040B09Rik*), and we could identify orthologs in opossum, *X*. *tropicalis*, coelacanth, spotted gar, medaka, and elephant shark (**Figs 1B** and **S1**). *HOXB-AS3* exhibited significant sequence similarity with the orthologs from mouse and opossum (BLAST E-value<10^−40^), but not with more distant species. Comparison of the sequences with LncLOOM [15] identified four motifs conserved in mammals and in *X*. *tropicalis* but no deeper conservation was detected (**S1 Dataset**). Both *HOXA-AS3* and *HOXB-AS3* show negative PhyloCSF [16] scores throughout the locus (**S2 Fig**), and so it is unlikely that they encode highly conserved proteins. Notably, a primate-specific protein has been recently found to be encoded by *HOXB-AS3* [17] (see Discussion).

The corresponding positions of the two lncRNAs and the high conservation of their presence in other species made us scrutinize and compare the sequences of their promoters. BLAST comparison of the corresponding promoters from HOXA and HOXB clusters found significant homology in representative vertebrate species all the way to the cartilaginous fish elephant shark (E-value 6e-31 in human, 5e-32 in mouse, 1e-21 in Xenopus, 73–80% base identity). Mapping the transcription start sites of *HOXA-AS3* and *HOXB-AS3* transcripts based on RNA-seq data (where available) suggested that the precise position of transcription initiation varies between the clusters and to a lesser extent between the species (**S3A Fig**). Among the highly conserved sequences preserved in both classes, we note a pair of tandem binding sites for the CDX1/2 proteins—CCATAAA and CCATTAAA [18] that appear once on the sense and once on the antisense strand. When considering all the human promoters annotated in FANTOM5.5 [19], the *HOXA-AS3* promoter contained 11 predicted CDX binding sites, a number of predicted binding sites larger than that in 99.95% of human promoters annotated in FANOM5.5 (only 83 of the 200K promoters had 11 predicted sites or more). *HOXB-AS3* promoter had two predicted sites, a number comparable to that of several other Hox genes (**S3B Fig**).

### *HOXA-AS3* and *HOXB-AS3* are co-expressed in embryonic and adult tissues

In order to obtain a comprehensive picture of where the two lncRNAs are expressed in both fetal and adult cell types, we relied on data from the FANTOM5.5 project [19], which provide strand-specific data across hundreds of cell types. Both lncRNAs were expressed in a highly specific manner and with patterns largely distinct from those of the overlapping HOX-5, HOX-6, HOX-7 genes (**Figs 2A** and **S4B**). In particular, expression of *HOXA-AS3* in human was more tissue-specific than that of the genes it overlapped and more closely resembled *HOXB-AS3* than any of the genes whose transcription units it overlapped (**Fig 2A**). The correlation between *HOXA-AS3* and *HOXB-AS3* was comparable to the correlations between Hox protein-coding genes with a posterior expression domain (**Fig 2A**), and larger than that found typically between Hox genes in different clusters (**S4A Fig**). In mouse, *Hoxaas3* and *Hoxb5os* were also more tissue specific than the Hox genes they overlapped, but the correlation between them was weaker (**S4B Fig**). Notably, correlations in mouse were more difficult to assess, as *Hoxaas3* was expressed with TPM≥1 only in 17 samples (for comparison, *HOXA-AS3* was expressed with TPM≥1 in 65 human samples). The samples in which *HOXA-AS3* and *HOXB-AS3* were expressed (**S1 Table**) were mostly embryonic or derived from embryonic stem cells. In human, both lncRNAs were co-expressed during late-stage differentiation of embryonic stem cells to embryoid bodies. In mouse, both *Hoxaas3* and *Hoxb5os* were co-expressed in the E8.5 mesoderm in the neonate intestine (consistent with the single cell RNA-seq data, **Fig 2B**).

**Fig 2:**
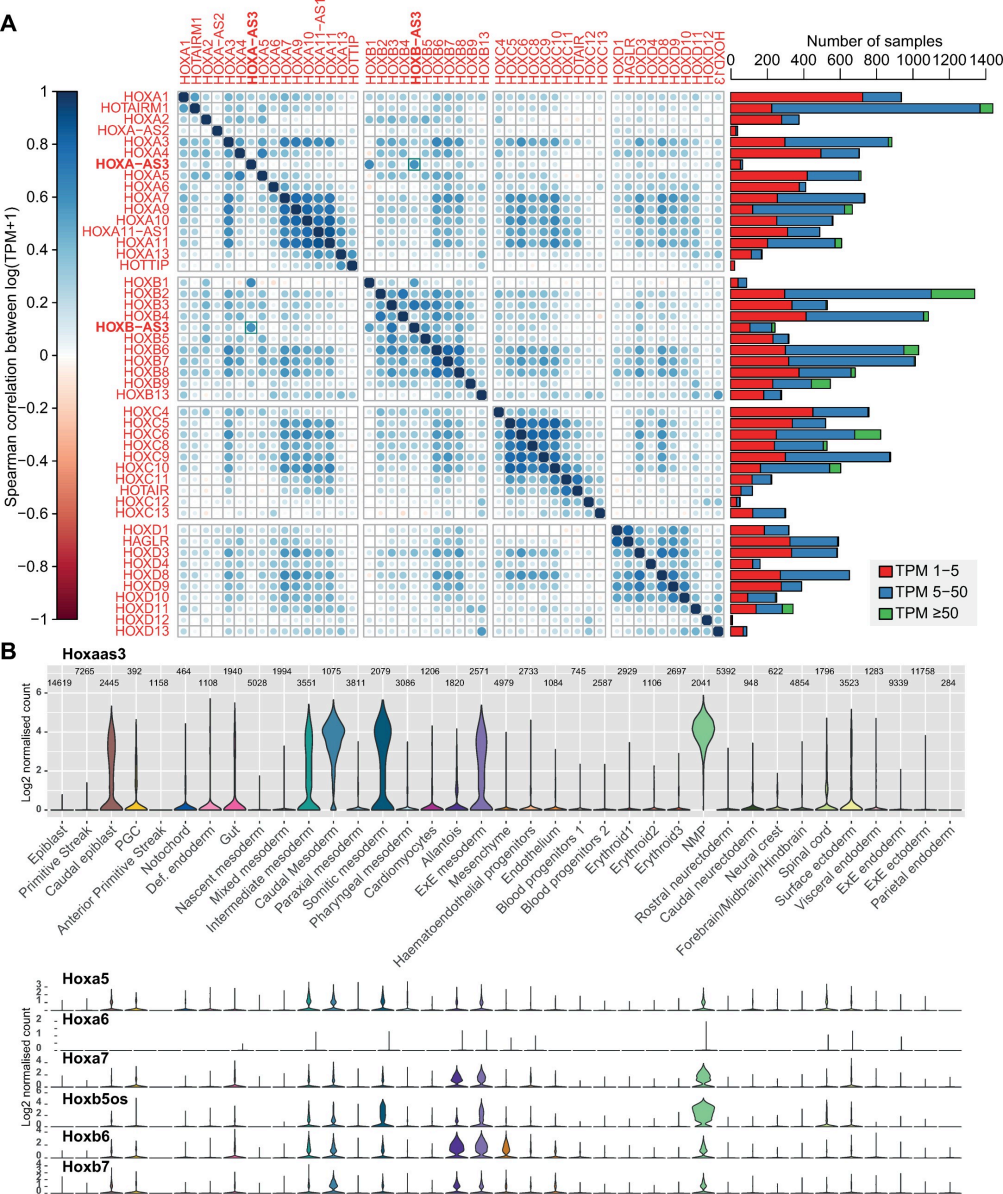
Expression of HOXA-AS3 and HOXB-AS3 in adult and embryonic tissues. **(A)** Left: Correlation coefficients between log-transformed FANTOM5.5 expression levels [19] in hundreds of samples for the indicated genes. Right: Number of samples in which each gene is expressed within the indicated TPM ranges. **(B)** Expression levels of the indicated genes in clusters of single cells during gastrulation, data from [25].

In order to assess the spatial expression patterns of *Hoxaas3* and *Hoxb5os* and other Hox genes, we reanalyzed Geo-seq data from the mouse E7.5 embryos [20] (**S5 Fig**). Both lncRNAs exhibited specific and overlapping expression domains in the region corresponding to primitive streak or ‘late mesoderm’ (sections 9–10, posterior region), consistently with the scRNA-seq data. Notably it has been suggested that some of the cells in this region are endoderm cells that egress through the mesoderm late in gastrulation [20–23]. *Hoxaas3* and *Hoxb5os* expression domain was more specific than that of the overlapping Hox genes, and interestingly, overlapped with the expression of Cdx1, and to a lesser extent Cdx2.

We next examined *Hoxaas3* expression in adult mouse tissues in the Tabula Muris scRNA-seq dataset (*Hoxb5os* is not annotated in this dataset). The only cell type where there was appreciable expression were Goblet and epithelial cells from the large intestine (**S4C Fig**), consistent with our more detailed analysis (see below). *HOXA-AS3* and *HOXB-AS3* thus exhibit a very high tissue specificity in the adult tissues, similarly to other lncRNAs [24].

To obtain single-cell resolution on the expression of the two lncRNAs during early embryonic development, we used the large-scale single-cell dataset recently published by the Sanger institute [25], which profiled mouse embryos at E6.5–E8.5 (**Fig 2B**). At these stages, *Hoxaas3* and *Hoxb5os* were generally more highly expressed than the protein-coding genes overlapping their gene bodies. As in the FANTOM data, *Hoxaas3* expression was most similar to the expression of *Hoxb5os* and the two lncRNAs were highly expressed in neuro-mesodermal progenitors (NPM in **Fig 2B**), various mesodermal populations, caudal epiblast, and gut cells.

### *HOXA-AS3* and *HOXB-AS3* regulate their adjacent Hox genes in HT-29 cells

Inspection of ENCODE data suggested *HOXA-AS3* is not well-expressed in commonly used human cell lines, consistently with its overall low expression in adult tissues. *HOXB-AS3* is somewhat more broadly expressed, as it is expressed also in Ag04450, IMR-90, and NHLF cells. Surprisingly, there was no substantial expression of *HOXA-AS3* or *HOXB-AS3* in A549 cell line and limited expression in HUVEC, where they have been previously studied [26–27] (**S6 Fig** and Discussion). In contrast, ENCODE RNA-seq data showed that *HOXA-AS3* and *HOXB-AS3* are well expressed in HT-29 (**S6 Fig**)–a human colon adenocarcinoma cell line that under certain growth conditions exhibits characteristics of mature intestinal cells, such as enterocytes or mucus producing cells which have brush borders and expresses Villin and additional intestinal microvilli proteins [28,29].

In order to perturb the expression of *HOXA-AS3* and *HOXB-AS3*, we first used CRISPR interference (CRISPRi) [30]–a catalytically inactive version of Cas9 (dCAS9) optionally fused to a KRAB domain (dCas9-KRAB) together with guide RNAs (gRNAs) directed to a region downstream to the TSS of the target [31]. We transfected HT-29 cells with pools of three gRNAs targeting *HOXA-AS3* and *HOXB-AS3* promoters and dCAS9-KRAB vectors, which reduced lncRNA levels by 50%–80% compared to cells transfected with the dCas9-KRAB vector and an empty gRNA plasmid (**Fig 3A** and **3B**). As *HOXA-AS3* levels are reduced, *HOXA5*, *HOXA6* and *HOXA7* RNA levels are also down-regulated by 30–40% (**Fig 3A**). Similarly, *HOXB-AS3* knockdown (KD) was followed by a down regulation of *HOXB5* and *HOXB6* by 50–70% (**Fig 3B**).

**Fig 3:**
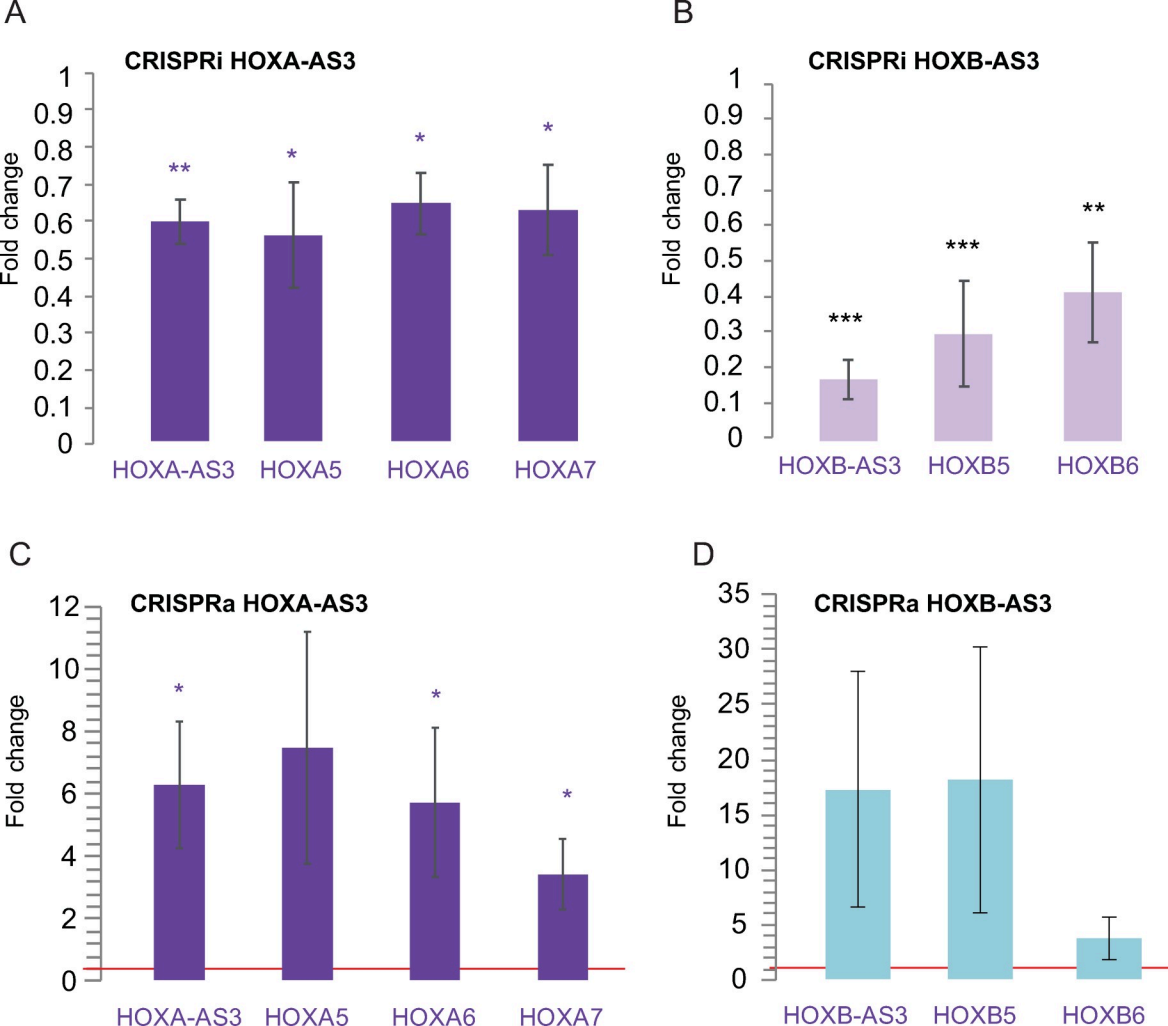
CRISPR inhibition and activation of *HOXA-AS3* and *HOXB-AS3* in HT-29 cells. **(A)** Changes in expression of the indicated genes is shown following inhibition of *HOXA-AS3*. n = 4. (**B**) As in A, following inhibition of *HOXB-AS3*. n = 4. (**C**) As in A, following activation of *HOXA-AS3*. n = 4 (**D**) As in A following activation of *HOXB-AS3*. Normalized to actin. Two-sided t-test. *—P<0.05, **—P<0.005, ***—P<0.0005. Two-sided t-test compared to the transfection control.

Next, we tested the effect of over-expression (OE) of the lncRNAs using CRISPR activation (CRISPRa)–dCas9 fused to VP64 transcriptional activation domain and directed by the sgRNAs to a region upstream to the *HOXA-AS3* and *HOXB-AS3* TSSs. In this system, the VP64 domain recruits the transcription machinery to activate expression of the lncRNA of interest [31]. OE in HT-29 cells resulted in effects opposite to those observed following lncRNA KD, as it increased expression of the adjacent genes, significantly for *HOXA-AS3* (**Fig 3C and 3D**).

These results suggest that *HOXA-AS3* and *HOXB-AS3* production or their RNA products have a positive regulatory effect on the expression of the neighboring HOX5–7 genes.

### *HOXA-AS3* and HOXB-AS3 RNA products are required for their *cis*-regulatory activity

In order to differentiate between the potential effects on chromatin caused by the use of the KRAB effectors and the transcription or the RNA products of *HOXA-AS3* and *HOXB-AS3*, we used RNAi to target the RNA products of *HOXA-AS3* and *HOXB-AS3*. First we transfected siRNA pools targeting *HOXA-AS3* or *HOXB-AS3* into HT-29 cells. This resulted in a substantial reduction in RNA levels for both *HOXA-AS3* and *HOXB-AS3* and a concomitant reduction in the expression of neighboring genes that was similar to the effects observed with CRISPRi (**Fig 4A** and **4B**). When *HOXA-AS3* was reduced by 60%, *HOXA5*/*6*/*7* were significantly downregulated by 20–45% (**Fig 4A**). Similarly, when *HOXB-AS3* was reduced by ~40%, there was a significant downregulation of *HOXB5* and *HOXB6* (**Fig 4B**). As an alternative approach, a stably expressed shRNA targeting *HOXA-AS3* introduced via a lentiviral infection led to a stronger effect with the same trend as that observed using CRISPRi and siRNA, where KD of the lncRNA was accompanied by a decrease of expression of the neighboring genes (**Fig 4C**). *HOXA-AS3* and *HOXB-AS3* RNA products are therefore important for regulation of the adjacent genes.

**Fig 4:**
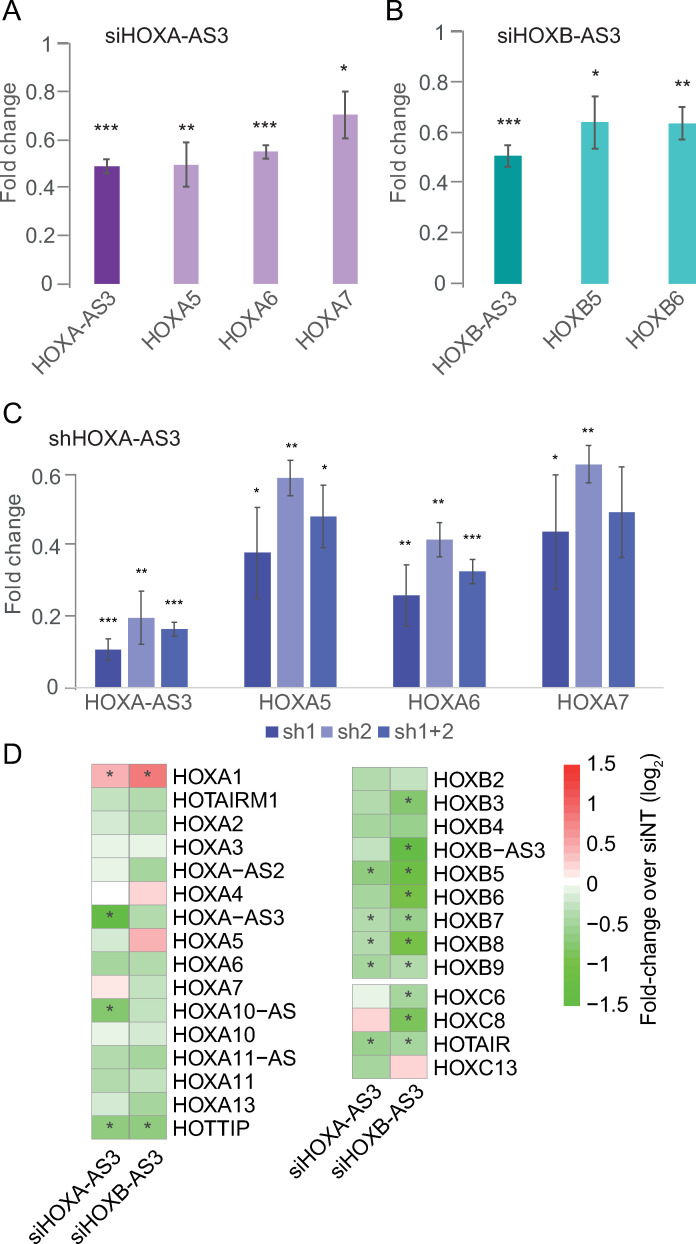
RNA products of *HOXA-AS3* and *HOXB-AS3* are required for regulation of their adjacent Hox genes. **(A-C)** qRT-PCR measurements of the indicated genes in HT-29 cells treated with the indicated reagents. Normalized to Actin. n = 4 for siHOXA-AS3 and siHOXB-AS3. n = 3 for shHOXA-AS3. *—P<0.05, **—P<0.005, ***—P<0.0005. Two-sided t-test compared to the transfection control. **(D)** Changes in gene expression in RNA-seq data of HT-29 cells treated with HOXA-AS3 or HOXB-AS3 siRNAs. Shown are *HOXA-AS3*, *HOXB-AS3*, and all other HOX genes with average FPKM≥1. Asterisks indicate adjusted P<0.05 as computed by DESeq2.

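HT-29 cells, a human colorectal cancer line, were transfected for 48 hours with a pool of siRNAs against HOXA-AS3, a pool against HOXB-AS3 or a non-targeting pool (siNT), and RNA-seq libraries were made from 2 transfections per condition. The paper's methods give an siRNA dose of 25 nM and the sample labels give 10 nM. The authors quantified each library with RSEM on RefSeq genes and deposited expected counts, TPM and FPKM for 27434 genes. The aligner, the genome build and whether counting used the strand of the reads are not given in the sources used here. This matters because HOXA-AS3 and HOXB-AS3 are antisense to the HOX genes they overlap. The expected counts summed to 26263938 and 15998518 in the siNT libraries, 23500573 and 17104432 in the siHOXA-AS3 libraries, and 24761613 and 21837376 in the siHOXB-AS3 libraries, with a median of 22668974. The expected counts were rounded, genes with low counts were removed with edgeR's filterByExpr, and the 13034 genes left were normalized with TMM and tested with edgeR's quasi-likelihood test in a model of all 6 libraries. P-values were adjusted with the Benjamini-Hochberg method over the 13034 genes and, for the 29 genes of Fig 4D, also over that list. The libraries of a pair differed to unequal degrees. The SD across genes of the log2 difference between replicates was 0.73 for siHOXA-AS3, 0.43 for siNT and 0.37 for siHOXB-AS3, and 1746 genes, 328 genes and 282 genes, respectively, were at least 2-fold apart. The difference between the siHOXA-AS3 libraries followed GC content across genes, which are not independent replicates (Pearson r = 0.764, Spearman rho = 0.804). S2 Table lists 5 replicates per condition, of which replicates 1 and 2 are analysed here.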

In order to characterize more broadly the consequences of down-regulation of *HOXA-AS3* and *HOXB-AS3*, we used RNA-seq to profile transcriptome-wide gene expression in HT-29 cells treated with siRNAs targeting these lncRNAs or with a non-targeting control. 

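HOXA-AS3 (Entrez Gene 100133311) had expected counts of 38 and 18 in the siNT libraries and 12 and 12 in the siHOXA-AS3 libraries. Its log2 fold change was -1.09 (standard error 0.403), with an adjusted p of 0.711 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and of 0.255 when adjusted over the list alone. HOXB-AS3 (Entrez Gene 404266) had counts of 303 and 213 in the siNT libraries and 67 and 76 in the siHOXB-AS3 libraries. Its log2 fold change was -1.96 (standard error 0.248), with an adjusted p of 0.0678 over all genes tested and 0.00272 when adjusted over the list alone. Over the settings tried its adjusted p in edgeR ranged from 1.75e-07 without siHOXA-AS3 replicate 2 to 1 without siHOXB-AS3 replicate 2. It was 8.79e-07 with only the siNT and siHOXB-AS3 libraries in the fit. In the GENCODE annotation of GRCh38, HOXA-AS3 lies on chromosome 7 from 27129977 to 27155928 and spans HOXA5, HOXA6 and part of HOXA7. After HOXA-AS3 KD the log2 fold changes were -0.15 for HOXA5 (standard error 0.259), -0.11 for HOXA6 (standard error 0.596) and 0.35 for HOXA7 (standard error 0.256), with adjusted p-values of 0.997, 0.999 and 0.965 from edgeR. HOXA5 and HOXA6 changed direction when 1 library was left out. Without siHOXA-AS3 replicate 1 HOXA5 was at 0.16, and HOXA6 was at 0.45 without siNT replicate 2 and at 0.51 without siHOXA-AS3 replicate 2. Annotated exons of HOXA-AS3 share 505 bases with exons of HOXA6 and 1507 bases with those of HOXA7, so these values are uncertain if the strand was not used in counting.
Of the 27 genes of Fig 4D other than the targeted lncRNAs, 20 fell after HOXA-AS3 KD and 23 fell after HOXB-AS3 KD. In the HOXA cluster, 10 of 15 genes fell after HOXA-AS3 KD, with a median log2 fold change of -0.09 and an adjusted p of 0.28 in fry, a rotation test for gene sets, adjusted over 4 cluster tests. With coding genes only, the median was -0.02 and the test pointed up. All 8 HOXB genes fell after HOXB-AS3 KD, and each was lower in both siHOXB-AS3 libraries than in both siNT libraries. Their median was -0.66 (limma's fry, adjusted p = 0.0784). With all 6 libraries in the fit, edgeR called no gene of the list in either KD, and the targeted lncRNAs were not called either. The threshold was an adjusted p of 0.05 over all genes tested. Of the 27 genes other than the targeted lncRNAs, 8 had an unadjusted p below 0.05 after HOXB-AS3 KD and 3 after HOXA-AS3 KD. With only the groups compared in the fit, edgeR called 12 genes of the list after HOXB-AS3 KD, HOXB-AS3 among them. It called 0 after HOXA-AS3 KD. DESeq2 called HOXB-AS3, HOXB5 and HOXB8 after HOXB-AS3 KD and 0 genes of the list after HOXA-AS3 KD. When the p-values of the 6-library fit were adjusted over the list alone, 3 genes other than HOXB-AS3 passed after HOXB-AS3 KD. They were HOXB3, HOXB5 and HOXB8. The list was chosen in the paper on data that include these libraries, so the last count is not independent evidence.
Coding genes of the HOXB cluster summed to 250 ± 48.4 FPKM (SD, n = 6 libraries) and those of the HOXA cluster to 116 ± 4.61 FPKM (SD, n = 6). HOXB9 held 61.3% of the HOXB sum. The SD spans the conditions, so it holds the fall of HOXB genes in the KD libraries. In the siNT libraries the sums were 298 and 310 FPKM for HOXB and 119 and 118 FPKM for HOXA, and without the top gene of each cluster 123 and 126 FPKM for HOXB and 89.9 and 88.4 FPKM for HOXA. Without the top gene the HOXB sum was below the HOXA sum in siHOXA-AS3 replicate 2 (83.4 against 92.3 FPKM) and in the siHOXB-AS3 libraries (77.9 against 88.5 FPKM and 67.1 against 83.6 FPKM). HOXC genes summed to 15.0 FPKM and HOXD genes to 0.04 FPKM, the latter from 10 counts over all libraries.

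**Figure D1:**
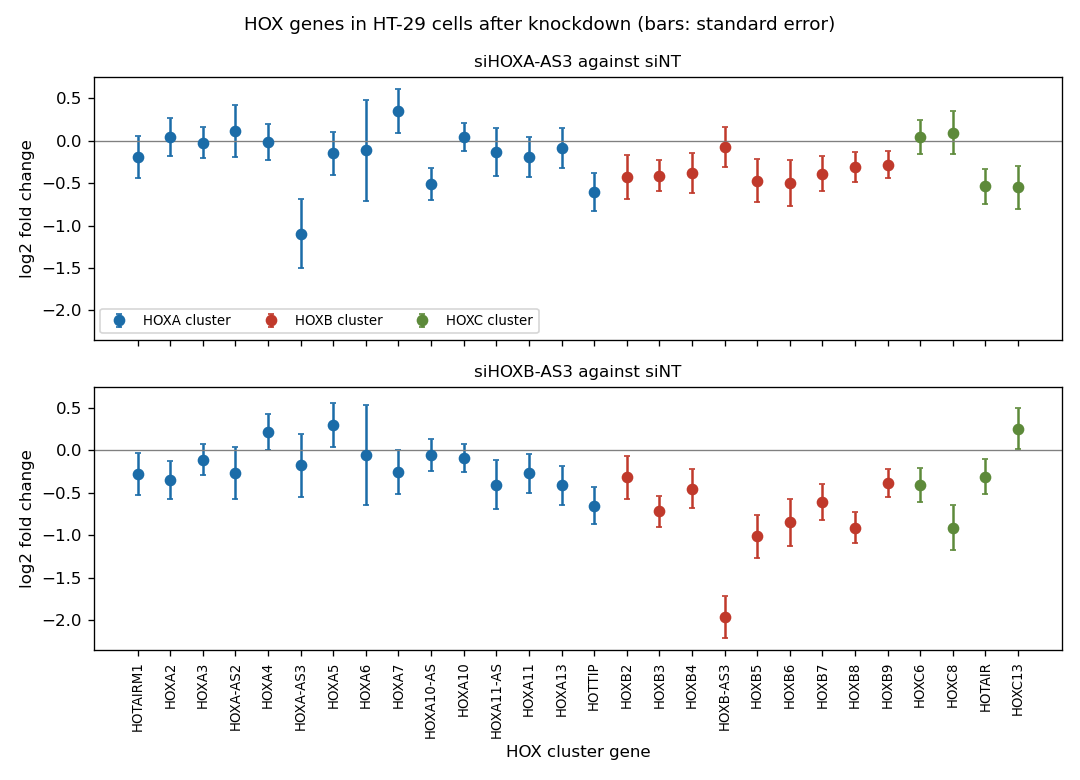
Log2 fold changes (vertical axis) of 28 HOX cluster genes of Fig 4D (horizontal axis) in siHOXA-AS3 and siHOXB-AS3 libraries against siNT libraries, with bars for the standard error of the edgeR fit (2 libraries per condition). After HOXB-AS3 KD the 8 HOXB genes other than HOXB-AS3 lie between -1.01 and -0.32, and after HOXA-AS3 KD between -0.50 and -0.28.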

RNAi resulted in reduction in expression of the lncRNAs, concomitantly with reduction in the overlapping genes, and a broad mild reduction in expression of genes in the HOXA and HOXB clusters (HOXC and HOXD clusters are mostly silent in HT-29 cells) (**Fig 4D** and **S2 Table**), with more significant effects observed in the HOXB cluster that is overall more expressed than HOXA in HT-29 cells (**S7A Fig**). 

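HOXB5 (chromosome 17 of GRCh38, 48591257 to 48593961) and HOXB6 (48595751 to 48604992) lie within the span of HOXB-AS3 (48549630 to 48606414) on the opposite strand, and HOXB7 (48607227 to 48633572) starts beyond its annotated end. Annotated exons of HOXB-AS3 share 73 bases with exons of HOXB5 and 425 bases with those of HOXB6, where reads are assigned with certainty only if the strand was used. In the siHOXB-AS3 libraries HOXB5 had a log2 fold change of -1.01 (standard error 0.257), HOXB6 of -0.85 (standard error 0.272) and HOXB7 of -0.61 (standard error 0.209). Their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.188, 0.278 and 0.299. With only the siNT and siHOXB-AS3 libraries in the fit they were 2.2e-05, 0.000128 and 0.00253. Among the 21 coding HOX genes of Fig 4D, ordered from the lowest log2 fold change, HOXB5 came first, followed by HOXB8 (-0.91), HOXC8 (-0.91), HOXB6, HOXB3 (-0.72) and HOXB7. The mean of HOXB5, HOXB6 and HOXB7 minus the mean of the 18 other coding genes, on log2 CPM values, was lower after HOXB-AS3 KD by a difference of -0.60 (standard error 0.12). Both siHOXB-AS3 libraries were below both siNT libraries (exact permutation test, two-sided p = 0.333, the smallest p that 2 libraries against 2 allow). Against the 5 other coding HOXB genes alone the difference was -0.27 (SD between replicates 0.116). It was -0.16 with siHOXB-AS3 replicate 1 alone and -0.38 with replicate 2 alone, relative to the mean of the siNT libraries. The same difference after HOXA-AS3 KD, over the 18 genes, was -0.35 (standard error 0.19), at -0.17 with siHOXA-AS3 replicate 1 alone and -0.54 with replicate 2 alone. Against the 5 other HOXB genes it was -0.11, and replicate 1, at 0.042, lay above both siNT libraries while replicate 2 was at -0.26. Whether the KDs differ in these values was not tested.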

In the case of *HOXB-AS3* it was apparent that the KD had a strong effect on the levels of the overlapping HOXB5–7 genes relative to the other HOX genes. 

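The qRT-PCR and CRISPRi measurements are not analysed here, and the values that follow are from the RNA-seq libraries. After HOXA-AS3 KD, all 8 HOXB genes of Fig 4D other than HOXB-AS3 were lower in both libraries than in both siNT libraries. Their log2 fold changes lay between -0.50 for HOXB6 and -0.28 for HOXB9, with a median of -0.40. None passed edgeR's test after Benjamini-Hochberg adjustment, 0 of the 8 had an unadjusted p below 0.05, and DESeq2 called 0. As a set they had an adjusted p of 0.128 in limma's fry. Camera with a preset correlation of 0.01 gave an adjusted p of 7.34e-05, a call that was lost with the correlation estimated from the data (adjusted p = 0.212). The size of the shift depended on the library. Relative to the mean of the siNT libraries, the HOXB genes stood at -0.24 in siHOXA-AS3 replicate 1 and at -0.59 in replicate 2. HOXB-AS3 itself had a log2 fold change of -0.07 (standard error 0.233, adjusted p = 0.997 in edgeR), which became 0.03 without siNT replicate 2. After HOXB-AS3 KD, 12 of 15 HOXA genes other than HOXA-AS3 fell, with a median log2 fold change of -0.26 and an adjusted p of 0.171 in limma's fry. With coding genes only the median was -0.10. HOTTIP fell most (-0.65, standard error 0.222, adjusted p = 0.295 in edgeR), and HOXA4 (0.21) and HOXA5 (0.30) were higher in both siHOXB-AS3 libraries than in both siNT libraries. HOXA-AS3 had a log2 fold change of -0.18 (standard error 0.373, adjusted p = 0.903 in edgeR), which became 0.02 without siNT replicate 1. From the changes within and between the clusters, the paper proposes that loss of either lncRNA has broad effects on HOXA and HOXB genes.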

The repressive effect of KD of *HOXA-AS3* on HOXB genes, and of *HOXB-AS3* KD on HOXA genes was validated by qRT-PCR following siRNA KD or CRISPRi of these genes (**S7A** and **S7B Fig**) These results suggest that loss of *HOXA-AS3* and *HOXB-AS3* has broad effects on expression of genes from HOXA and HOXB clusters.

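In the siHOXB-AS3 libraries 8 of 13034 genes were called at an adjusted p below 0.05 in edgeR (4 higher and 4 lower), and 1586 had an unadjusted p below 0.05, where chance gives 652. In the siHOXA-AS3 libraries edgeR called 0 genes, the smallest adjusted p was 0.0893, and 803 genes had an unadjusted p below 0.05. DESeq2 called 332 and 49 genes in these comparisons, and limma-trend on log2(FPKM + 0.1) called 11 and 0. With only the siNT and siHOXB-AS3 libraries in the fit, edgeR called 2995 genes after HOXB-AS3 KD. The siHOXA-AS3 libraries enter this comparison only through the shared 6-library fit, whose spread includes the difference between them. The count of that fit for HOXB-AS3 KD rose most when a siHOXA-AS3 library was left out. It was 0 without either siHOXB-AS3 library or without siNT replicate 1, and 1 without siNT replicate 2. That for HOXA-AS3 KD was 4031 without siHOXA-AS3 replicate 1 and 2402 without replicate 2. The SD of the log2 fold changes across genes was 0.54 for HOXB-AS3 KD and 0.43 for HOXA-AS3 KD, a comparison with no test. Tested against each other, the KDs differed in 204 genes (82 higher and 122 lower in the siHOXB-AS3 libraries). Genes outside the HOX clusters were ranked only among called genes with a mean FPKM of at least 1. Their siHOXB-AS3 libraries also had to lie on the same side of both siNT libraries. Among these, CCN2 (log2 fold change 2.31), BMP2 (2.10) and VGLL1 (1.89) rose most after HOXB-AS3 KD. MIR31HG (-2.12), LITAF (-1.94) and CEACAM5 (-1.63) fell most, and each of the 6 genes had an adjusted p of 0.0492 in edgeR. These 6 calls were lost when any siNT or siHOXB-AS3 library was left out. LITAF also fell after HOXA-AS3 KD (-0.91, adjusted p = 0.368 in edgeR) while VGLL1 went the other way (-1.60, adjusted p = 0.21). The difference between the KDs had an adjusted p of 0.0391 for LITAF and 0.00598 for VGLL1 in edgeR. S2 Table gives smaller adjusted p-values from DESeq2 on 5 replicates, among them the 2 analysed here. After HOXA-AS3 KD they were 3.87e-35 for LITAF and 1.09e-13 for VGLL1, and after HOXB-AS3 KD 2.51e-156 and 1.08e-31. In the siNT libraries HOXB-AS3 stood at 28.2 ± 1.58 FPKM (SD, n = 2) and HOXA-AS3 at 0.34 ± 0.0566 FPKM (SD, n = 2). The ratio of FPKM was 71.2 and 97.6 in the siNT libraries and that of expected counts was 7.97 and 11.8, since the authors' files give HOXA-AS3 a length of 3936 nt and HOXB-AS3 one of 562 nt. The paper relates the larger effect of HOXB-AS3 KD to the higher level of HOXB-AS3.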

Beyond the effect on the expression of HOX genes, *HOXB-AS3* had a larger effect on gene expression (**S7C Fig**), consistently with its higher expression levels in HT-29 cells. Analysis of the gene expression changes using GOrilla [32] (**S2 Table**) showed that *HOXA-AS3* KD was associated with a significant reduction in genes related to cell cycle and proliferation (top down-regulated GO category “mitotic cell cycle process” adjusted P = 1.52×10^−6^), consistent with its reported positive effect of proliferation reported in other cell lines [27,33,34] (see Discussion). 

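The GO category itself was not tested here, and a list of 97 cell cycle genes expressed in S or G2/M phase, supplied with the Seurat package, stood in for it. After HOXA-AS3 KD 89 of the 97 genes fell, with a median log2 fold change of -0.30. Camera with the preset correlation gave an adjusted p of 7e-19 over 4 tests of gene lists. This call did not hold under fry (adjusted p = 0.0974) or with a correlation estimated from the data (adjusted p = 0.103). Within the cell cycle list the S phase genes had a median of -0.41 and the G2/M genes one of -0.29. The mean over the list, relative to the siNT libraries, was -0.53 in siHOXA-AS3 replicate 1 and -0.19 in replicate 2, so both libraries lay below both siNT libraries but by different amounts. Without siHOXA-AS3 replicate 1 the median was -0.15, and without replicate 2 it was -0.55. No gene of the list was called on its own in edgeR after Benjamini-Hochberg adjustment (0 of 97), while 24 had an unadjusted p below 0.05. After HOXB-AS3 KD the median of the list was 0.04, with 56 genes higher and 41 lower (camera, adjusted p = 0.413).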

*HOXB-AS3* led to a significant up-regulation of genes whose protein products are involved in ncRNA processing, and specifically in rRNA processing (adjusted P = 5.92×10^−5^), potentially related to its reported functions in rRNA biogenesis observed in leukemia cells [35]. 

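A list of 119 genes with roles in rRNA processing, written from general knowledge, stood in for the GO category. After HOXB-AS3 KD 107 of the 119 genes rose, with a median log2 fold change of 0.31. The adjusted p was 2.02e-11 in camera, and the call held under fry (adjusted p = 0.0136) and with the estimated correlation (adjusted p = 0.0209). The mean over the list stood at 0.27 and 0.32 in the siHOXB-AS3 libraries relative to the siNT libraries, and with any library left out the median stayed between 0.28 and 0.33. Single genes did not pass edgeR's test after Benjamini-Hochberg adjustment (0 of 119), and 16 had an unadjusted p below 0.05. After HOXA-AS3 KD 65 genes of the list rose and 54 fell. Their median was 0.04, but camera placed the list slightly lower than the other genes (adjusted p = 0.748), so the median and the test differ in sign.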

The changes in gene expression outside of the HOX clusters following *HOXA-AS3* or *HOXB-AS3* KD could result from the consequences of changes in gene expression or from additional trans-acting functions of these lncRNAs (see Discussion).

### *HOXA-AS3* is localized in the both the nucleus and cytoplasm of HT-29 cells

We next focused on *HOXA-AS3* and characterized its precise expression pattern at higher resolution, as it is more narrowly expressed compared to *HOXB-AS3*, and also has a longer exonic sequence which permits the use of Stellaris smFISH protocol with 96 exonic probes for the human *HOXA-AS3* and 94 for the mouse *Hoxaas3* (**S3 Table**), whereas only 24 probes were possible for *HOXB-AS3*.We first analyzed the subcellular localization of *HOXA-AS3* and *HOXA5* in HT-29 cells (**Fig 5A**). We observed variable expression of both genes among cells, in some of the cells we could detect expression of only one of the transcripts, while others expressed both genes. *HOXA-AS3* transcript was detectable in just ~15% of the >100 imaged cells, in up to 3 foci per cell and with localization mainly in the nucleus, though it could also be detected in the cytoplasm. Interestingly, in some of the cells that express both *HOXA-AS3* and *HOXA5* we detected a rare yet highly specific co-localization in the perinuclear area (**Fig 5B**). As expected from their genomic co-location, *HOXA-AS3* and *HOXA5* are co-localized in what is likely their site of transcription in the nucleus (**Fig 5B**).

**Fig 5:**
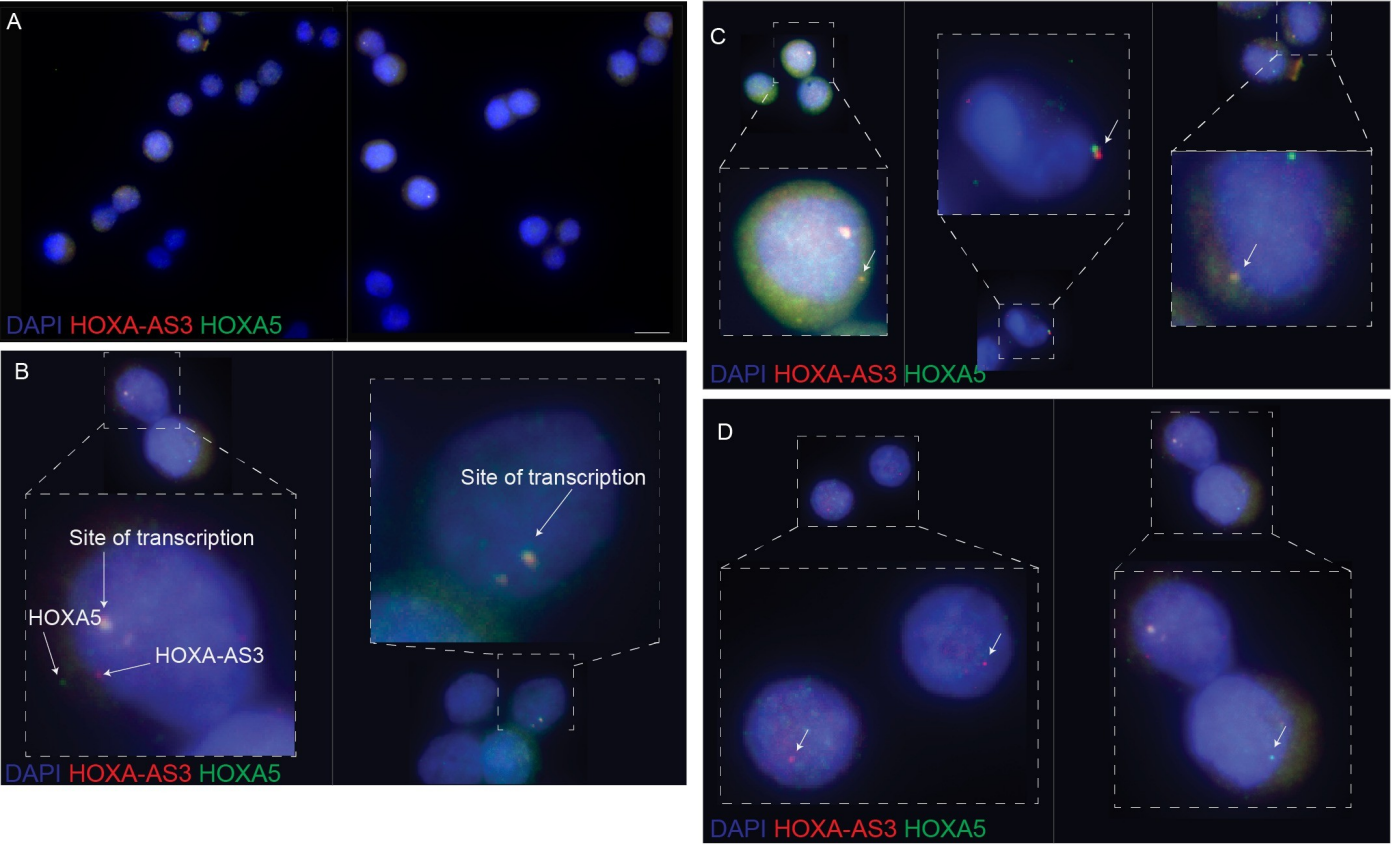
Single-molecule FISH detection of *HOXA-AS3* and *HOXA5* in HT-29 cells. **(A)** *HOXA-AS3* (red) and *HOXA5* (green) transcripts in a sample of HT-29 cells. Scale bar: 10 μm. **(B)** *HOXA-AS3* and *HOXA5* are co-localized at their presumed site of transcription. **(C)** *HOXA-AS3* and *HOXA5* are occasionally co-localized in the perinuclear area (white arrow). **(D)** *HOXA-AS3* and *HOXA5* are occasionally expressed separately.

### *HOXA-AS3* is expressed in a specific subset of colon epithelial cells

As HT-29 cells contain a mixture of cellular states from the colon epithelium [28,29], *HOXA-AS3* expression in a small subset of cells may imply that it is only found in a defined subpopulation of cells. We therefore analyzed the expression pattern of *HOXA-AS3* and *Hoxaas3* in normal intestinal epithelial cells, using single-cell RNA sequencing (scRNA-seq) data.

In scRNA-seq data from the human colon scRNA-seq data, HOXA-AS3 was expressed predominantly in epithelial cells, and within those it was detected specifically in tuft and immature goblet cells, that are deep crypt goblet cells that are part of the stem cell niche [36] (**Fig 6A**). Similarly, in the mouse small intestine [37] *HOXA-AS3* is mainly expressed in tuft cells at comparable expression levels to the tuft marker *Dclk1* (**Fig 6B**). In contrast, in the mouse colon scRNA-seq *Hoxaas3* is mainly detected in goblet cells (**Fig 6C**). In order to examine expression in intact tissue, we performed smFISH for *Hoxaas3* in the jejunum of the mouse small intestine, which contains a relatively high fraction of goblet cells, and compared it to smFISH of the goblet cell marker *Gob5*, the tuft cell marker *Dclk1*, and *Atoh1* marking intestinal secretory precursor cells, including immature goblet and tuft cells. Based on the marker expression and the positions of the cells, we conclude that *Hoxaas3* is expressed in the early immature goblets and in the secretory precursor cells (**Fig 6D**). *Hoxaas3* and *Hoxa5* were occasionally co-localized, similar to the observations in HT-29 cells (**Fig 6D**).

**Fig 6:**
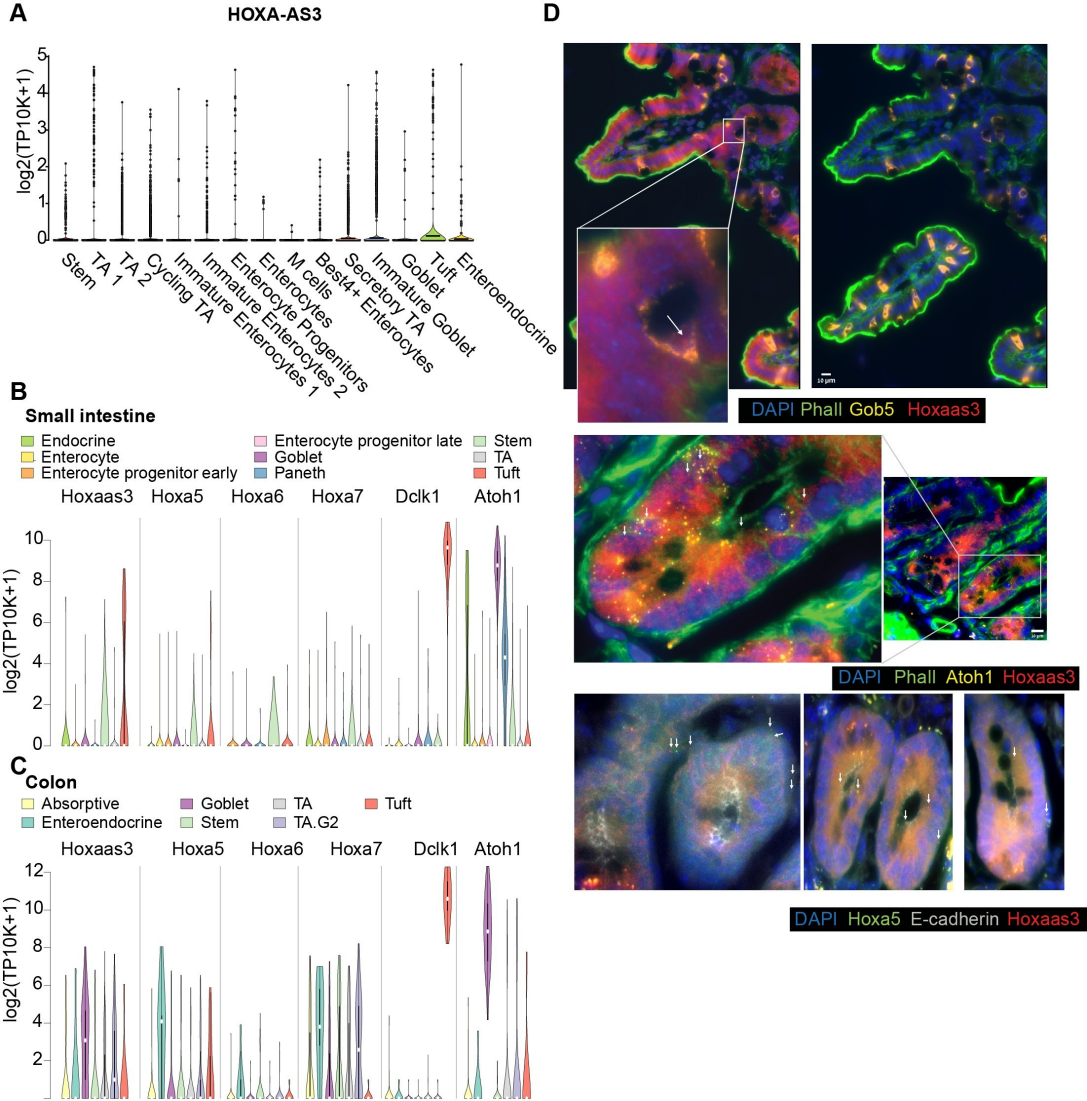
Expression of HOXA-AS3 in the human and mouse gut. **(A)** Expression of HOXA-AS3 in single cells of the human colon (data from [62]). **(B-C)** Expression of the indicated genes in scRNA-seq from the mouse small intestine (**B**) and colon (**C**). Data from [37]. **(D)** smFISH of *Hoxaas3*, *Hoxa5*, *Gob5* and *Atoh1* expression in the mouse intestine. Scale bar:10μm. Arrows indicate a subset of RNA molecules detected in the images.

scRNA-seq and smFISH from both human and mouse samples thus supports the notion that *HOXA-AS3* is expressed in a specific subpopulation, which may explain the apparently variable expression pattern that we observed in HT-29.

### *HOXA-AS3* and *HOXB-AS3* are induced during early differentiation of human embryonic stem cells towards endoderm

As both *HOXA-AS3* and *HOXB-AS3* were more highly expressed in embryonic stages compared to adult tissues, we next wanted to evaluate the expression and activities of *HOXA-AS3* and *HOXB-AS3* during early developmental transitions. Endoderm is one of the three primary germ cell layers, and endoderm patterning is controlled by a series of reciprocal interactions with nearby mesoderm tissues. As development proceeds, broad gene expression patterns within the foregut, midgut, and hindgut become progressively refined into precise domains from which specific organs will arise. Human embryonic stem cells can be differentiated towards endodermal cell lineages in a robust manner, resulting, within seven days, in three different populations–anterior foregut (AFG), posterior foregut (PFG) and midgut/hindgut (MHG), using a protocol established by Loh et al. [38] **(S8A–S8C Fig**). During this differentiation process a graded, spatially collinear Hox gene expression is observed, after *in-vitro* patterning, whereby PFG cells express 3’ anterior Hox genes (e.g. *HOXA1*) and MHG cells express 5’ posterior Hox genes (including *HOXA10*) [38] (**S8A Fig**).

Pluripotent hESCs and cells from each stage of the differentiation were validated by multiple markers (**S4 Table**) using qRT-PCR (**S8D Fig**) and by immunostaining (**S8E Fig**), matching the expression patterns observed in the RNA-seq data from [38] (**Fig 7A**), *HOXA-AS3* and *HOXB-AS3* were strongly induced and expressed only in the MHG population, alongside their adjacent HOX-6 and HOX-7 genes, whereas *HOXA5* and *HOXB5* were alse expressed in PFG cells (**Fig 7A**).

**Fig 7:**
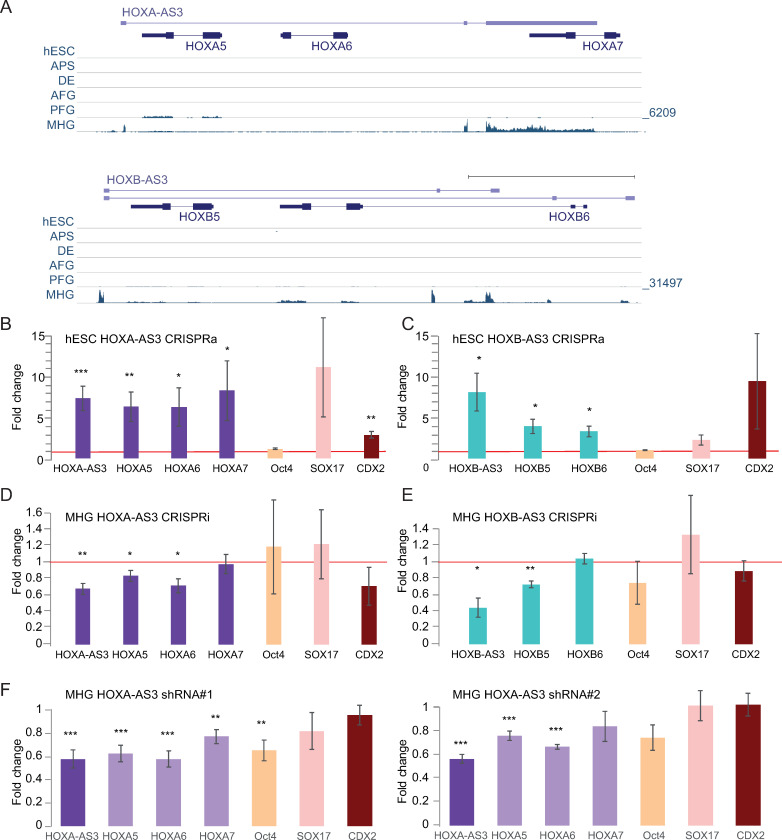
Function of HOXA-AS3 and HOXB-AS3 during endodermal differentiation of hESCs. **(A)** Read coverage in RNA-seq data from [38] for shown parts of the HOXA (top) and HOXB (bottom) clusters. In each cluster all the tracks are normalized together. **(B-C)** Expression levels estimated by qRT-PCR for the indicated genes in hESCs following CRISPRa-mediated 48h activation of *HOXA-AS3 (n = 7/4)* (**B**) and *HOXB-AS3* (n = 3) (**C**). (**D-E**). Expression levels estimated by qRT-PCR in MHG cells following CRISPRi-mediated repression of *HOXA-AS3 (n = 3)* (**D**) and *HOXB-AS3* (n = 3) (**E**). **(F)** Changes in expression of the indicated genes following infection of hESCs with two separate HOXA-AS3 shRNAs, followed by differentiation to MHG. n = 6. *—P<0.05; **—P<0.005; ***—P<0.005. Two sided t-test. Errors bars—SEM.

### *HOXA-AS3* and *HOXB-AS3* regulate expression of their adjacent Hox genes during hESC differentiation

To study the functions of *HOXA-AS3* and *HOXB-AS3* during early steps of stem cell differentiation, we established dCas9-expressing H9 hESCs, using viral infection of Tet-dependent inducible versions of the dCAS9 and dCas9-VP64. We preferred to avoid the use of dCas9-KRAB in this system, as we were able to obtain efficient KD using dCas9 alone, which does not by itself directly affect chromatin modifications. We then established derivatives of these stable lines expressing specific gRNAs targeting the promoters of *HOXA-AS3* or *HOXB-AS3*.

After 48 hr of doxycycline (Dox) addition to the dCas9-VP64 expressing lines, we observed an up-regulation of *HOXA-AS3* and *HOXB-AS3* lncRNAs in their respective lines (**Fig 7B and 7C**). Furthermore, we observed up-regulation of the genes adjacent to these lncRNAs, even though neither of these genes are normally expressed in hESCs, and the chromatin of the HOXA cluster in hESC is in an inactive conformation [39–42]. Activation of *HOXA-AS3* in hESCs resulted in increased expression of *HOXA5*-*7* (**Fig 7B**). Similarly, *HOXB-AS3* activation led to an activation of *HOXB5* and *HOXB6* (**Fig 7C**). Next, we tested for changes in the pluripotency and differentiation markers in the CRISPRa lines. Although there was no remarkable change in the Oct4 pluripotency marker, we observed an increase in endodermal markers–*HOXA-AS3* or HOXB-AS3 overexpression (OE) lines led to an upregulation of *Sox17*, a definitive endoderm marker known to be required for normal development of the definitive gut endoderm [43] and in *Cdx2* levels, a marker of later stages of endodermal differentiation, expressed mainly in the MHG cells (**Fig 7C**).

Next we wanted to examine the effect of reducing the levels of *HOXA-AS3* and *HOXB-AS3* during endodermal differentiation at time points at which they are endogenously induced during the third stage of differentiation, as the cells are transitioning from DE to MHG (**Fig 7A**). For both *HOXA-AS3* and *HOXB-AS3* we obtained a ~50% KD using the Dox-inducible dCAS9, and targeting *HOXA-AS3* resulted in downregulation of *HOXA5*/*6*/*7* (**Fig 7D**), with a relatively smaller effect on HOXA7, which is generally expressed at low levels in MHG cells. KD of *HOXB-AS3* led to downregulation of *HOXB5* (**Fig 7E**). In both cases we observed no major changes in expression of markers for pluripotency (*Oct4*), endoderm (*Sox17*) and mid/hindgut (*Cdx2*) (**Fig 7D and 7E**).

In order to study the role of *HOXA-AS3* RNA product during hESC differentiation, we used the two shRNA constructs described above to generate hESC lines where *HOXA-AS3* is stably targeted by RNAi. In this system, a stable reduction of *HOXA-AS3* expression also has a similar effect on HOXA5–7 (**Fig 7E**). There was also a significant reduction in levels of Oct4, although its expression is low at the MHG stages, and so the physiological significance of this reduction is unclear. Knockdown of HOXA-AS3 and HOXB-AS3 also led to a reduction in the expression of genes from the other cluster, similar to the observations in HT-29 cells (**S8F Fig**).

## Discussion

We found here that *HOXA-AS3* and *HOXB-AS3* are ultraconserved lncRNAs which demonstrate high conservation in promoter sequence, genomic configuration and regulation that underpin similar expression patterns in specific biological processes, and relate to related functions in regulating expression of their proximal genes. The expression of *HOXA-AS3* and *HOXB-AS3* during embryonic development is particularly high in intestine-specifying lineages such as the MHG cell population that emerges during endodermal differentiation of hESCs, in the primitive streak around E7.5, in hindstomach and small intestine epithelial cells in E12 during mouse development (**S9 Fig**). Moreover we observe co-expression of *HOXA-AS3* and *HOXB-AS3* in the adult intestine and colon in human and in mouse, specifically in cells that transition from the stem cell niche to fully specified intestinal cells in the crypt, presumably utilizing some of the same regulatory programs that are used during early development. smFISH in mouse intestine showed specific enrichment of HOXA-AS3 expression in early immature goblet cells and in the secretory precursor cells, highlighting the expression timing to mid-differentiation–the phase where the cells are committing and acquiring their specific fate, in concurrence to its induction in hESC differentiation, and potentially related to expression in only a small subset of HT-29 cells in culture.

There have been several recent reports about the functions of *HOXA-AS3* and *HOXB-AS3* in other systems. *HOXA-AS3* was reported to be induced during adipogenic induction of human mesenchymal stem cells (MSCs), and its silencing promoted proliferation of MSCs and inhibited osteogenesis *in vitro* and *in vivo*, in both human and mouse cells [44]. Positive effects of *HOXA-AS3* on proliferation and migration *in vitro* and during tumorigenesis *in vivo* were also observed in glioma cells [33]. Another study found that *HOXA-AS3* promoted proliferation, migration and invasion in A549 lung carcinoma cell line and tumor growth *in vivo* [27], where it was found in both the nucleus and the cytoplasm, consistent with our data in HT-29 cells. In that study *HOXA-AS3* was suggested to positively regulate *HOXA6*, as siRNA-mediated KD of *HOXA-AS3* reduced levels of *HOXA6* mRNA and protein (but not those of *HOXA5*) in A549 cells. A more recent publication extended the positive effects of *HOXA-AS3* on proliferation to additional non-small-cell lung carcinoma cell lines [34]. These studies are overall consistent with our observations that in normal tissues *HOXA-AS3* is preferentially expressed in proliferating progenitors, and the reduction in a proliferation signature in the RNA-seq data of *HOXA-AS3* KD cells. Lin et al. found *HOXA-AS3* to have a negative effect on *HOXA3* expression, by binding to both *HOXA3* mRNA and *HOXA3* protein. Lastly, *HOXA-AS3* was recently proposed to regulate NF-kappaB signalling in HUVECs [26]. Notably, in ENCODE RNA-seq data *HOXA-AS3* is undetectable in both A549 cells and HUVECs (which do express *HOXA6* and *HOXA7*), whereas it is well-expressed in the HT-29 cells we used in this study (**S5 Fig**).

*HOXB-AS3* was reported to be down-regulated in colorectal cancers and to produce a 53 aa protein conserved in primates [17]. Notably, PhyloCSF scores throughout *HOXB-AS3* are negative (**S1 Fig**), so it is very unlikely that it encodes a conserved protein. In colorectal cancer cells *HOXB-AS3* was shown to inhibit cell proliferation [17]. In NPM1-mutated acute myeloid leukemia cells, *HOXB-AS3* does not associate with polysomes and promotes cell proliferation in both human and mouse leukemia cells [35,45]. Interestingly, in this system, KD of *HOXB-AS3* using antisense oligonucleotides did not affect expression of other Hox genes, but rather regulated expression of ribosomal RNA, in *trans*, via interaction with EBP1 [35], consistently with our observation of changes in rRNA processing genes upon HOXB-AS3 KD in HT-29 cells. There is therefore evidence of trans-acting activities of *HOXB-AS3*. We note that our findings about cis-acting regulation of *HOXB6* and *HOXB7* by *HOXB-AS3* do not exclude these additional functions and in fact it is likely that lncRNAs that are robustly expressed and highly conserved have aquired additional, species- or clade-specific functions during evolution.

We report a positive effect of *HOXA-AS3* and *HOXB-AS3* production on the expression levels of their overlapping HOX5–7 genes. We studied these effects in vitro in cultured cells and mostly in a cancer cell line with an abnormal karyotype, and future studies will elucidate the roles of HOXA-AS3 and HOXB-AS3 RNA products *in vivo*. Notably, the positive effect we report does not translate into a tight co-expression between the lncRNAs and the protein-coding genes in this region when considering a broad range of conditions and cell types (**Figs 2A** and **S4A**), likely because other mechanisms contribute to expression of the HOX5–7 genes in cells which do not express the lncRNAs. For example, we see strong expression of HOXA5 in the PFG cell population in differentiating hESCs (**Fig 7A**). Various mechanism *for* cis-acting regulation of gene expression by lncRNAs have been demonstrated in different systems [46]. Future studies will elucidate the mechanism underlying the regulation of HOX5–7 gene expression by *HOXA-AS3* and *HOXB-AS3*, which may resemble those of other lncRNAs. It is of particular interest to study whether HOXA-AS3 and HOXB-AS3 influence the nature of the transcripts produced in the complex loci of the HOX clusters, e.g., but influencing promoter choice. Genome editing of the loci can be particularly powerful for promoting understanding of lncRNA biology, but it is particularly difficult to perform and interpret in the Hox clusters, due to the high density of gene regulatory elements within the clusters and the complex relations between them. The most relevant systems to perform editing of the human *HOXA-AS3* and *HOXB-AS3* is likely hESCs, which can then be differentiated to MHG cells, but CRISPR-mediated editing in hESCs is inefficient [47]. Indeed, despite screening hundreds of clones, we were so far unsuccessful in obtaining homozygous deletions of the HOXA-AS3 promoter in hESCs. Mouse models carrying specific manipulations, such as insertion of polyA sites, will also be highly informative.

Some of the protein-coding genes and miRNAs in the Hox clusters were shown to be functionally equivalent to each other and to contribute differentially to organismal function via their divergent expression patterns [48,49]. These orthologs formed by duplication during the formation of the four vertebrate Hox gene clusters. The paucity of known lncRNA paralogs present in different Hox clusters can be rather easily explained by the overall high rate of lncRNA evolution [50], which likely rewired the sequences and exon-intron architectures of Hox lncRNAs extensively over the past 500 million years. The numerous features we identified as shared between *HOXA-AS3* and *HOXB-AS3* suggest that at least some lncRNAs were duplicated and maintained regulatory functions in the Hox cluster throughout vertebrate evolution, during which individual clusters also acquired additional lncRNAs, some of which are functional, and that further sculpted gene expression within each cluster. Importantly, there is also evidence of extensive cross-regulation between the clusters, including by lncRNAs [10]. Future studies will examine the potential contribution of *HOXA-AS3* and *HOXB-AS3* lncRNAs to cross-cluster regulation, as well as the extent of similarity that they maintained in their modes of action.

## Materials and methods

### Tissue culture

H9 hESC were routinely cultured on irradiated MEFs in hESC medium: DMEM/F-12 (Sigma, D6421), 15% KNOCK-OUT Serum Replacement (Gibco, 10828–028), Glutamax X1, (Gibco, 35050–038), 1% Non-essential amino acids (NEAA) (Biological Industries, 01-340-1B), 0.1 mM 2-mercaptoethanol (Gibco, 31350–010), and 8ng/ml bFGF (Peprotech, 100-18B), at 37°C in a humidified incubator with 5% CO2. HT-29, MCF7 and HEK293T cell lines and were routinely cultured in DMEM containing 10% fetal bovine serum and 100 U penicillin/0.1 mg ml^−1^ streptomycin, at 37°C in a humidified incubator with 5% CO2.

### Endodermal differentiation

Endodermal differentiation was performed as previously described [38]. Pluripotent human stem cells were grown in the absence of MEF for four passages in mTeSR1 (StemCell Technologies, 85850) and seeded on Geltrex (invitrogen, A1413202). After 1–2 days of recovery in mTeSR1, hESC were washed with F12 (Gibco, 21765–029) and then were treated for 24 hours with Activin A (100 ng/mL, R&D Systems, 338-AC-010), CHIR99021 (2 μM, Stemgent, 04–0004), and PI-103 (50 nM, Tocris, 2930) in CDM2 to specify APS. Afterwards, cells were washed (F12), then treated for 48 hours with Activin A (100 ng/mL) and LDN-193189/DM3189 (250 nM, Stemgent, 04–0074) in CDM2 to generate DE by day 3. Day 3 DE was patterned into AFG, PFG, or MHG by 4 days of continued differentiation in CDM2. DE was washed (F12), then differentiated as follows: AFG, A-83-01 (1 μM, Tocris, 2939) and LDN-193189 (250 nM, Stemgent, 04–0074); PFG, RA (2 μM, Sigma, R2625) and LDN-193189 (250 nM); MHG, BMP4 (10 ng/mL, R&D Systems, 314-BP-010), CHIR99021 (3 μM, Stemgent, 04–0004), and FGF2 (100 ng/mL, Peprotech, 100-18B), yielding day 7 anteroposterior domains. Media was refreshed every 24 hours for each differentiation step.

### HT-29 enterocytic differentiation

Enterocyte differentiation was performed as previously described [51]. HT-29 cells were seeded in 90% confluence on ThInCerts (Greiner, 60–657641) in 6 well plates. Cells were cultured for 31 days in glucose free conditions (Sigma, 11966–025) and the medium was changed every 2 days.

### Transfections

Plasmid transfections for HEK293T, MCF7 and HT-29 were performed using PolyEthylene Imine (PEI) (PEI linear, M*r* 25,000, Polyscience). CRISPRi/a transient experiments were harvested after 72h. siRNAs were transfected into HT-29 cells at 25 nM siRNA pool or with control pool (Dharmacon) by using DharmaFECT 4 (horizon, T-2004) following the manufacturer’s protocol. Cells were harvested after 48h of siRNA treatment.

### Lentivirus production and stable lines generation

All lentivirus production was performed as previously described [52]. Medium was collected from plates 72 hr after transfection, filtered by VIVASPIN (Sartorius, VS2001), concentrated and stored –80°C. hESC and HT-29 cells were infected by lentiviral particles incubated in the growth medium containing and 8μg/ml Polybren (Sigma, 107689) to attached cells, following selection after 24h for several passages for pool isolation.

### RNA and RT-qPCR

Total RNA was extracted from different cell lines and mouse tissues, by using RNeasy (Qiagen) according to the manufacturer’s protocol. cDNA was synthesized by using qScript Flex cDNA synthesis kit (Quanta, 95049). Fast SYBR Green master mix (Life, 4385614) was used for qPCR with gene-specific primers (**S5 Table**).

### Immunofluorescence

Cultured cells were fixed with 4% paraformaldehyde for 10 minutes. Fixed cells were permeabilized using 0.1% triton X-100, blocked with 5% normal goat serum, incubated with a primary antibody, followed by incubation with a secondary antibody conjugated to a fluorescent dye. Antibodies used: Rabbit α-Eomes (Abcam, ab23345), Goat α-Sox17 (R&D Systems, AF1924), Goat α-Cdx2 (R&D Systems, AF3665), Goat α-Otx2 (R&D Systems, AF1979).

### Single-molecule FISH

Cultured cells were fixed with 4% paraformaldehyde 24 hr after plating. Tissue was frozen in Tissue-Tek O.C.T compound (Sakura 4583) blocks and sectioned using a Leica cryostat (CM3050) at 10 μm thickness. Libraries of 96 and 94 probes (**S3 Table**) were designed to target human *HOXA-AS3* and mouse *Hoxaas3* RNA sequences, respectively and a commercially available library of 48 probes was used to detect HOXA5 (cat # VSMF-2538-5) (Stellaris RNA FISH probes, Biosearch Technologies). Hybridization conditions and imaging were as previously described [53,54]. smFISH imaging was performed on a Nikon-Ti-E inverted fluorescence microscope with a 100 × oil-immersion objective and a Photometrics Pixis 1024 CCD camera using MetaMorph software as previously described [55].

### RNA-seq

HT-29 cells were transfected with 25nM siRNA against *HOXA-AS3*, *HOXB-AS3*, or with control siRNA using DharmaFECT 4 transfection reagent. RNA was extracted using TRIREAGENT (MRC TR 118) 48 hours post transfection, 1μg of total RNA was used for RNAseq library preparation using the SENSE mRNA-Seq Library Prep Kit V2 for Illumina (Lexogen, LX-001.96) according to the manufacturer’s recommended protocol. Gene expression levels were quantified using RSEM [56] and a RefSeq gene annotation database. Differential expression was computed using DESeq2 with default settings [57]. RNA-seq datasets are deposited in GEO database under the accession GSE168444. RNA-seq data from previous studies were downloaded from the SRA database, and quantified using RSEM with the same annotation file. Gene Ontology enrichment was analyzed using GORilla [32] on gene lists sorted by DESeq2 log2FoldChange, on genes with an average FPKM larger than 1, after excluding pseudogenes, and transcripts shorter than 200 nt.

### gRNA cloning

Guide RNAs were designed by CHOPCHOP. For single sgRNA expression guide sequences were cloned into pKLV-U6gRNA(BbsI)-PGKpuro2ABFP (Addgene plasmid #50946) [58]. following Zhang Lab General Protocol (https://media.addgene.org/cms/filer_public/6d/d8/6dd83407-3b07-47db-8adb-4fada30bde8a/zhang-lab-general-cloning-protocol-target-sequencing_1.pdf). For dual sgRNA expression a mega-primer donor was generated by PCR using primers with the following structure:

Fw primer: tacatcttgtggaaaggacgaaacaccg-gRNA1-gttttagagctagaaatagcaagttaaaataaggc

Rev primer: cttgctatttctagctctaaaac-gRNA2(rev-compliment)-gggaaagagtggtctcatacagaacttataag

with pDecko-GFP (Addgene plasmid #72619 [59]) as template.

The PCR product was cloned into pDecko-GFP by restriction free cloning [60].

## Supporting information

S1 Fig CAGE and RNA-seq read coverage support for gene models of HOXA-AS3 and HOXB-AS3 orthologs. **(A)** Human gene models annotated in GENCODE v36 in the central part of the HOXA and HOXB clusters (protein-coding transcripts are in blue and noncoding are in green). The total CAGE read coverage from FANTOM5.5 is shown on top. **(B)** In each species, annotated or reconstructed gene models are shown for *HOXA-AS3* or *HOXB-AS3* (the strand from which they are produced is defined as the ‘+’ strand) and the protein-coding HOX5–7 genes (transcribed from the ‘-’ strand). RNA-seq data are from the following datasets: SRP023152 (opossum), SRP041863 (Chicken), GSE136018 (Medaka), and SRP013772 (Shark).
(EPS) Click here for additional data file.

S2 Fig PhyloCSF scores for the HOXA-AS3 and HOXB-AS3. PhyloSCF scores [16] taken from the PhyloCSF UCSC genome browser, for each of the three frames for the ‘+’ strand from which HOXA-AS3 and HOXB-AS3 are transcribed. Position of the proposed ORF from [17] is shown.
(EPS) Click here for additional data file.

S3 Fig **(A)** Sequence conservation and similarity in the *HOXA-AS3* and *HOXB-AS3* promoter regions. Exonic sequences (where known) are in bold. Predicted binding sites of the indicated transcription factors, taken from the UCSC genome browser are shaded in yellow. Regions of the 5’ splice sites at the end of the first exon, where known, are shaded in blue. **(B)** Number of CDX1 or CDX2 binding sites predicted by JASPAR [63] in 201,802 human promoters annotated in FANTOM5.5 [19]. For each TSS we considered the region -100 to 100 relative to the TSS. Selected genes are highlighted.
(EPS) Click here for additional data file.

S4 Fig **(A)** Distribution of correlation coefficients between expression patterns of pairs of genes within the same Hox cluster (red) and found in different Hox clusters (blue). The correlation coefficient between *HOXA-AS3* and *HOXB-AS3* is shown in green. All the coefficients are computed across all the samples from the human FANTOM5.5 data. **(B)** as in Fig 2A for the mouse FANTOM5.5 data. **(C)** Expression of *Hoxaas3* in clusters of single cells from the Tabula Muris database [64]. Eight cell groups with the highest expression are shown.
(EPS) Click here for additional data file.

S5 Fig Spatial expression patterns of *HOXA-AS3* and *HOXB-AS3* and other genes in the E7.5 mouse embryo. Geo-seq data were re-mapped to the RefSeq annotations and visualized as in [20]. Each gene is shown on a separate scale. Genes are grouped based on their genomic location or gene family.
(EPS) Click here for additional data file.

S6 Fig Expression of central HOXA and HOXB genes in ENCODE cell lines. **(A)** Shown are selected RefSeq gene models for the indicated genes alongside RNA-seq strand-specific read coverage from the indicated cell lines from ENCODE datasets of total (HT-29) or polyA-selected (A459, HUVEC) RNA on the indicated strand as depicted in the UCSC genome browser. *HOXA-AS3* and *HOXB-AS3* are transcribed from the ‘+’ strand and the protein-coding genes from the ‘-’ strand. **(B)** Read coverage from the ENCODE datasets in IGV genome browser, showing the agglomerated coverage from both strands, and the splice-junction-supporting reads from the ‘+’ strand (blue) and the ‘-’ strand (red).
(EPS) Click here for additional data file.

S7 Fig Cross-regulation by HOXA-AS3 and HOXB-AS3 of HOXB and HOXA clusters. **(A)** Expression levels in HT-29 cells of the protein-coding genes in the indicated paralogous HOX gene group. Shown are the average expression levels across our RNA-seq dataset. **(B)** As in Fig 4A and 4B, for the indicated genes from the HOXB (left) and HOXA (right) clusters. **(C)** As in Fig 3A and 3B, for the indicated genes in the HOXB (left) and HOXA (right) clusters. **(D)** Changes in gene expression and DESeq2 p-values for the transcriptome-wide changes in gene expression following siRNA-mediated KD of HOXA-AS3 (left) and HOXB-AS3 (right) in HT-29 cells. Genes with adjusted P<0.05 are in red.
(EPS) Click here for additional data file.

S8 Fig hESC endodermal differentiation overview. **(A)** Expression levels of Hox genes and lncRNAs in data from [38]**. (B)** Endodermal differentiation process and signaling molecules. **(C)** Characterization of different cell morphology in different stages of the differentiation. **(D)** RNA levels and expression dynamics were measured by qRT-PCR at different stages of endodermal differentiation, and normalized to actin. **(E)** Immunofluorescence stainings of human ESCs differentiated in different stages of differentiation. **(F)** As in Fig 7E (left) and Fig 7F (right) for the indicated genes.
(EPS) Click here for additional data file.

S9 Fig Regulation of *HOXA-AS3* and *HOXB-AS3* by CDX1/2 transcription factors. CDX2 ChIP-seq read coverage from the gut at the indicated stage and RNA-seq at E12 in the indicated tissue, data from [65]. The region corresponding to the promoters of *Hoxaas3* and *Hoxb5os* is shaded.
(EPS) Click here for additional data file.

S1 Table FANTOM5 expression data. (XLSX) Click here for additional data file.

S2 Table RNA-seq data and GO enrichments. (XLSX) Click here for additional data file.

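The expression sheet of this table gives FPKM for 5 replicates of each condition, followed by the DESeq2 results for HOXA-AS3 KD and HOXB-AS3 KD. Of its 27434 rows, 1127 were read here, those with the lowest log2 fold changes after HOXA-AS3 KD. In all 1127 the FPKM of replicates 1 and 2 in each condition equalled those in the deposited files within 0.006. The paper's log2 fold changes in this table rest on replicates 1 to 5, and those computed from the files on replicates 1 and 2.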

S3 Table Markers used for validation. (XLSX) Click here for additional data file.

S4 Table smFISH probes. (XLSX) Click here for additional data file.

S5 Table Primers and siRNAs. (XLSX) Click here for additional data file.

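The siRNA sequences in this table were matched to the GENCODE transcripts of GRCh38. The 4 sequences of the siHOXA-AS3 pool match HOXA-AS3 on chromosome 7 at 27155847 to 27155865, 27152656 to 27152674, 27154078 to 27154096 and 27155265 to 27155283. They match 1, 4, 1 and 1 of its 5 annotated transcripts. The third of them, AGGAAAGGACAGCGAAGCU, is also complementary to exon 2 of 1 of 3 annotated HOXA7 transcripts, which runs along the opposite strand there. The 3 sequences of the siHOXB-AS3 pool match HOXB-AS3 on chromosome 17 at 48590450 to 48590468, 48600494 to 48600512 and 48590467 to 48590485. They match 2, 8 and 2 of its 15 annotated transcripts, and no transcript of HOXB5, HOXB6 or HOXB7 on either strand.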

S1 Dataset LncLOOM analysis of the HOXB-AS3 conservation. (ZIP) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

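HT-29 cells treated for 48 hours with siHOXA-AS3, siHOXB-AS3 or siNT were analysed, with 2 RNA-seq libraries per condition. The paper's methods give 25 nM siRNA and TRIREAGENT extraction, and the sample labels give 10 nM and an RNeasy kit. Conditions were taken from the labels, and the paper's dose is used beside its claims. The paper's methods describe libraries made with the SENSE mRNA-Seq kit, quantification with RSEM on RefSeq genes and testing with DESeq2. The aligner, the RSEM version, the genome build and the strand setting are not given in the sources used here.

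For each library the authors deposited RSEM expected counts, which are estimated numbers of fragments per gene without normalization. The authors also deposited TPM values, which RSEM scales to the same sum in each library. The deposited FPKM values are scaled by gene length and library size. Each file held 27434 rows, of which 627 join several genes and held 6.02% to 6.62% of the counts. HOXA9 and HOXA10 share such a row, called HOXA10 here, as do HOXC4, HOXC5 and HOXC6, called HOXC6 here. Rows without a symbol held at most 0.0473% of the counts. Total expected counts ranged from 15998518 to 26263938. No pair of libraries was identical (the smallest chi-square per degree of freedom between libraries was 7.07).

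Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr (minimum count 10), normalized with TMM and tested with the quasi-likelihood test (robust fit) in a model of all 6 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. 3 comparisons were made, each KD against siNT and the KDs against each other. HOX cluster sets were tested with fry and gene lists with camera (limma 3.58.1, inter-gene correlation 0.01). Values per library of a list are means over its genes of log2 CPM relative to the siNT mean. The cell cycle list came from Seurat 5.3.0 and the rRNA processing list was written from general knowledge, since the GO categories were not used here. Positions, transcript sequences, GC content and 3' UTRs came from GENCODE v29 (GRCh38), with a GC value for 96.8% of the genes tested.

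The genes named were set by a rule before the data were examined. They are the genes of Fig 4D and any other HOX cluster gene with a mean FPKM of at least 1. For each KD they are also the 3 genes outside the HOX clusters that rose most and the 3 that fell most among called genes with that mean FPKM whose KD libraries lay on the same side of both siNT libraries. No gene met this last part for HOXA-AS3 KD. CDX1, CDX2, ACTB, PA2G4, HOXD8, HOXD10 and HOXC13-AS were listed as named or shown in the paper, and CDX1, HOXD8, HOXD10 and HOXC13-AS had too few counts to test. The colours and asterisks of Fig 4D and the HOXA-AS3 values in S2 Table had been seen when the rule was written. CAPZB was chosen after its values were seen. 1 gene of Fig 4D is not reported here.

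The calling step was tested on simulated counts for 13034 genes, 200 of them changed 4-fold. EdgeR recovered 88.5% of these for the HOXA-AS3 comparison with 5 false calls and 87.0% for the HOXB-AS3 comparison with 12, and DESeq2 recovered 90.0% and 84.5% with 26 and 19 false calls. Camera and fry found a simulated list shifted by -0.3 in both comparisons. Each simulated gene had the same spread in all conditions, varied independently of other genes and carried no GC trend. The siHOXA-AS3 libraries differed more than the other pairs and followed GC content. The recovered shares and list results therefore cannot be taken as the power reached in the real libraries.

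Alternatives were DESeq2 1.42.0, edgeR's RLE size factors, library totals, no filter (at least 1 count), a mean FPKM of at least 1, unrounded counts, only the groups compared, the replicate number as a block, limma-trend on log2(FPKM + 0.1), a loess trend on gene length removed per library, and each library left out in turn. Cluster sets, gene lists, the HOXB5-7 difference and levels also had alternative tests, members and units. A loess trend on GC content was added after the difference between the siHOXA-AS3 libraries had been seen to follow GC content. For the sets and lists it was later also combined with fry and with an estimated correlation, and the standard error of a set's median was taken between libraries. When a library is left out, the remaining library of its condition is assumed to vary like those of the other conditions. Replicates 3 to 5 of S2 Table, the qRT-PCR data and the GOrilla analysis were not analysed here, and S2 Table was used only for the rows read.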

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

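Of the tests in this part, removal of the gene length trend as a cause and every value with the GC trend removed were chosen after the result was seen.

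After HOXB-AS3 KD edgeR called 8 genes outside the HOX clusters and 0 in them, and the paper's text names none of the 6 reported here. DESeq2 called 332 genes and 1586 had an unadjusted p below 0.05. The named genes, CCN2, BMP2, VGLL1, MIR31HG, LITAF and CEACAM5, stayed called with the GC trend removed (6 of the 6). That setting called 1707 genes in place of 8, so staying called cannot by itself exclude a bias of GC content. The log2 fold changes of LITAF (-1.94) and VGLL1 (1.89) were -1.91 and 1.89 with the trend removed. This argues against such a bias for LITAF and VGLL1. A bias of gene length is argued against, with 6 of the 6 called after removal of its trend, where 11 genes were called. The share of counts in the top 10 genes was 8.12% to 8.29% in the siNT and siHOXB-AS3 libraries, so a few dominant genes do not set these libraries apart. Seed matches of the siRNAs stay open as a candidate explanation for part of the falls. Genes with a match to a seed of the siHOXB-AS3 guide strands in the 3' UTR (5152 of 11294) had a median log2 fold change that differed by -0.0383 from that of the others, and 0.3% of 1000 random seed sets gave a shift as low. In the siHOXA-AS3 libraries the same seeds gave 0.0294, with 89.5% of random sets as low. The shift is small beside the fall of LITAF, which has 3 such sites, and CEACAM5 fell with 0. MIR31HG has no 3' UTR in the annotation and was not tested. An effect of losing HOXB-AS3 or HOX gene products also stays open and untested, since the deposited libraries hold 1 siRNA pool per lncRNA.

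Between the KDs, 203 genes outside the HOX clusters were called (204 with HOXB-AS3), a comparison the paper does not report. The siNT libraries enter it only through the shared fit. DESeq2 called 773 genes and 2398 had an unadjusted p below 0.05. The count was 0 without either siHOXB-AS3 library, 6 without siNT replicate 1, 16 without siNT replicate 2, 5027 without siHOXA-AS3 replicate 1 and 4842 without siHOXA-AS3 replicate 2. It was 3314 with the GC trend removed. The pools have different seeds, and seed effects of either may contribute, since genes matched by the siHOXB-AS3 pool and by the siHOXA-AS3 pool were shifted by -0.0383 and -0.0942 in the libraries of that pool. A different effect of the lncRNAs stays open and was not tested apart from these.

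CAPZB, chosen after its values were seen, had a log2 fold change of -1.85 after HOXA-AS3 KD (standard error 0.159), with the smallest adjusted p of that comparison in edgeR, 0.0893. It stood at 217 and 215 CPM in the siNT libraries, 64.1 and 55.3 CPM in the siHOXA-AS3 libraries and 215 and 220 CPM in the siHOXB-AS3 libraries. Over the settings tried the adjusted p ranged from 3.05e-13 in DESeq2 to 0.585 with only the groups compared in edgeR, and without siHOXA-AS3 replicate 1 it was 1.12e-09. The paper's S2 Table lists -1.7399 over its 5 replicates, with a DESeq2 adjusted p of 6.89e-59. The log2 fold change here was -1.84 with the gene length trend removed and -1.82 with the GC trend removed. No siRNA of the pool matches CAPZB with 2 or fewer mismatches. Its 3' UTR has 2 matches to seeds of the siHOXA-AS3 guide strands and 0 to those of the siHOXB-AS3 pool, so a seed effect is a candidate explanation. Over all genes with such a match (784 of 11294) the median shift was -0.0942 in the siHOXA-AS3 libraries, with 0% of random seed sets as low, and -0.0137 in the siHOXB-AS3 libraries, with 88.2% as low. Among genes that fell at an unadjusted p below 0.05 after HOXA-AS3 KD, 20.4% had a match, against 6.94% of all genes. An effect of HOXA-AS3 loss on CAPZB stays open and was not tested.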

How the results depend on the processing

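The tests with the GC trend removed were chosen after the result was seen. Of the values behind the paper's claims, 173 under alternatives kept their direction and call or size, 34 moved in size, 11 gained a call, 2 lost one and 4 changed direction. Of the other values 1204 kept them, 78 gained a call, 36 lost one and 44 changed direction. The cause was not tested unless stated.

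For genes changed after HOXA-AS3 KD, 0 in edgeR (803 at an unadjusted p below 0.05), the count was 24 with no filter on low counts, 1 with the gene length trend removed, 49 in DESeq2 and 526 with the GC trend removed. Leaving out a library gave 0 to 4031. The count was 1 without siNT replicate 2, 4031 without siHOXA-AS3 replicate 1 and 2402 without siHOXA-AS3 replicate 2. With 1 siHOXA-AS3 library its difference from the other no longer enters the spread. Of the genes called with each siHOXA-AS3 library alone, 835 were shared, 398 of them in the same direction and 437 in opposite directions.

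For genes changed after HOXB-AS3 KD, 8 in edgeR, the count was 265 with no filter, 332 in DESeq2, 2995 with only the groups compared and 1707 with the GC trend removed. Each of these settings kept the 8 genes. The siHOXA-AS3 libraries enter this comparison only through the shared fit, whose spread includes the difference between them. Leaving out a library gave 0 to 3035. It was 0 without siNT replicate 1, siHOXB-AS3 replicate 1 or siHOXB-AS3 replicate 2, 1 without siNT replicate 2, 3021 without siHOXA-AS3 replicate 1 and 3035 without siHOXA-AS3 replicate 2. For the KDs against each other, 204 in edgeR, it was 706 with no filter, 773 in DESeq2, 107 in limma-trend, 2 with only the groups compared and 3314 with the GC trend removed. Leaving out a library gave 0 to 5027. It was 0 without either siHOXB-AS3 library, 6 without siNT replicate 1, 16 without siNT replicate 2, 5027 without siHOXA-AS3 replicate 1 and 4842 without siHOXA-AS3 replicate 2.

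The replicate numbers did not pair the libraries (correlations of deviations of -0.347, -0.139 and 0.15). With a replicate block the counts were 0 for HOXA-AS3 KD, 0 for HOXB-AS3 KD and 10 between the KDs, and with the block and the gene length trend removed 0, 0 and 31. HOXB-AS3 after HOXB-AS3 KD had an adjusted p of 0.154 with the block, against 0.0678 in edgeR without it.

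HOXB-AS3 after HOXB-AS3 KD gained a call with no filter (-1.95), in DESeq2 (-1.95), in limma-trend (-2.00), with only the groups compared (-1.96) and with the GC trend removed (-1.91), and lay between -2.15 and -1.78 with a library left out. The call was gained without siHOXA-AS3 replicate 1 (-1.96, adjusted p = 2.37e-07 in edgeR) and without siHOXA-AS3 replicate 2 (-1.96, adjusted p = 1.75e-07). HOXA-AS3 after HOXA-AS3 KD had no call at any setting that tested it (all but a mean FPKM of at least 1 and limma-trend) and lay between -1.33 and -0.87 with a library left out.

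The HOXB cluster genes gained a call with the GC trend removed after HOXA-AS3 KD (median -0.36, adjusted p = 0.0161 in fry) and HOXB-AS3 KD (-0.63, adjusted p = 0.00569), and under camera with the preset correlation at its medians of -0.40 and -0.66. The adjusted p ranged from 7.34e-05 to 0.431 and from 6.89e-06 to 0.389 over the settings tried. The range with a library left out was -0.56 to -0.19 and -0.81 to -0.53. With coding genes only, the HOXA cluster genes after HOXA-AS3 KD had a median of -0.018 and the test pointed up. Without siHOXA-AS3 replicate 2 its median was 0.04 while the test pointed down. The cell cycle list after HOXA-AS3 KD kept its median of -0.30 and lost its call under fry and under the estimated correlation, -0.30 in both. It lay between -0.55 and -0.15 with a library left out, -0.15 being without siHOXA-AS3 replicate 1 and -0.55 without siHOXA-AS3 replicate 2. After HOXB-AS3 KD the G2/M genes alone had a median of 0.027 while the test pointed down, and so did fry with the GC trend removed, at a median of 0.022. The rRNA processing list after HOXA-AS3 KD lay between -0.052 and 0.044 with a library left out. Without siHOXA-AS3 replicate 1 its median was -0.011 and the test pointed up. After HOXB-AS3 KD it kept its call at all settings. The HOXB5-7 difference was -0.27 against other HOXB genes and between -0.71 and -0.48 with a library left out. HOX cluster levels had a ratio of HOXB to HOXA sums of 2.15 over all libraries and 2.57 in siNT.

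Single genes changed direction as follows. HOXA4 after HOXA-AS3 KD was at 0.0031 with RLE size factors, 0.0147 with no filter, 0.0049 with the length trend removed, 0.0080 with the block and the length trend removed, 0.0167 with the GC trend removed, 0.0130 with only the groups compared and 0.0013 in DESeq2. HOXA3 after HOXA-AS3 KD was at 0.0040 with no filter, 0.0212 with the GC trend removed and 0.0017 with only the groups compared. After HOXB-AS3 KD, HOXA6 was at 0.0561 with the GC trend removed, ACTB at 0.0036 with no filter, 0.0725 with the GC trend removed and 0.0030 in DESeq2, and CAPZB at -0.0367 with library totals, -0.0096 with a mean FPKM of at least 1, -0.0346 with the length trend removed and -0.0339 with the block as well. With a library left out, values after HOXA-AS3 KD ranged from -0.12 to 0.24 for HOXA2, -0.11 to 0.069 for HOXA3, -0.11 to 0.093 for HOXA4, -0.53 to 0.16 for HOXA5, -1.25 to 0.51 for HOXA6, -0.46 to 0.032 for HOXA11, -0.38 to 0.15 for HOXA11-AS, -0.36 to 0.14 for HOXA13, -0.24 to 0.42 for HOXA-AS2, -0.54 to 0.093 for HOTAIRM1, -0.18 to 0.032 for HOXB-AS3, -0.073 to 0.15 for HOXC6, -0.21 to 0.015 for CCN2 and -0.13 to 0.029 for CEACAM5. After HOXB-AS3 KD they ranged from -0.51 to 0.52 for HOXA6, -0.60 to 0.022 for HOXA7, -0.33 to 0.023 for HOXA-AS3, -0.048 to 0.038 for ACTB and -0.0047 to 0.029 for CAPZB. HOXA-AS3, with 12 to 38 counts, is the targeted gene whose value the depth limits most.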

Differences from the paper's values

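In this part the values with the GC trend removed were chosen after the result was seen.

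HOXA-AS3 after HOXA-AS3 KD had a log2 fold change of -1.09 (standard error 0.403, 2 replicates). The paper's value in S2 Table is -1.96717 (5 replicates, standard error 0.431 from its Wald statistic, DESeq2 adjusted p = 0.000168). The difference remained in all 15 alternatives set before the data were examined that gave a value. VGLL1 after HOXA-AS3 KD had a log2 fold change of -1.60 (standard error 0.209), and the paper's value is -1.37421 (standard error 0.168). In 10 of 17 alternatives set before the data were examined, the difference was no larger than the larger error: no filter on low counts, the replicate block, the block with the gene length trend removed, only the groups compared, DESeq2, and without siNT replicate 1, siNT replicate 2, siHOXA-AS3 replicate 2, siHOXB-AS3 replicate 1 or siHOXB-AS3 replicate 2. It was larger than that error for RLE size factors, library totals, a mean FPKM of at least 1, unrounded counts, the gene length trend removed, limma-trend, or without siHOXA-AS3 replicate 1.

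In Fig 4D the paper marks 9 genes as significant after HOXA-AS3 KD and 12 after HOXB-AS3 KD. The marks are DESeq2 calls, and the DESeq2 results in S2 Table rest on 5 replicates per condition, against 2 here. Tests on 2 replicates have less power, so a marked gene that does not pass here is no evidence against its mark. All 9 and all 12 had the direction the paper shows. In edgeR 0 and 0 passed over all genes tested, 4 and 9 had an unadjusted p below 0.05, and 0 and 4 passed when adjusted over the list alone. DESeq2 called 0 of the 9, and HOXB-AS3, HOXB5 and HOXB8 of the 12. With no filter on low counts and in limma-trend, HOXB-AS3 of the 12 was called. With only the groups compared, and also without either siHOXA-AS3 library, 11 of the 12 were called, all except HOTAIR, together with HOXA13, which carries no mark. With the GC trend removed, a setting chosen after seeing the values, 10 of the 12 were called and HOTAIR and HOXC6 were dropped, while 0 of the 9 were called and 9 dropped. Without siHOXA-AS3 replicate 1, HOXA10-AS, HOTTIP, HOXB5, HOXB7 and HOXB9 of the 9 were called, with 5 genes that carry no mark, and without siHOXA-AS3 replicate 2 HOTAIR was called, with HOXA5.

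The direction shown in Fig 4D was found here for all 29 genes after HOXB-AS3 KD and for 24 of the 28 that have a direction after HOXA-AS3 KD. The paper shows HOXA2, HOXA10, HOXA-AS2 and HOXC6 as lower after HOXA-AS3 KD. Their log2 fold changes here, from 2 replicates, were 0.05, 0.05, 0.12 and 0.04, each smaller than its standard error. The paper states that the genes overlapping the lncRNAs fell with them. After HOXA-AS3 KD HOXA7 was at 0.35 here, a direction Fig 4D also shows, while HOXA5 was at -0.15 and HOXA6 at -0.11.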

Other observations

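Of the tests in this part, those of GC content and gene length on the difference between the siHOXA-AS3 libraries, those of HOXB genes alone and of HOXA5 and HOXA6 alone for siRNA matches and every value with the GC trend removed were chosen after the result was seen.

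The siHOXA-AS3 libraries differed from each other more than the other pairs, with an SD of 0.73. A gene length trend is argued against as the cause, with 0.715 after its removal. A wrong label on one of them is argued against by the seeds of the siHOXA-AS3 pool, whose matched genes were lower in each library. The shift was -0.107 in replicate 1 and -0.115 in replicate 2, and at most 1.1% of random seed sets gave one as low. With the GC trend removed the SD was 0.497, and 53.2% of the variance of the difference went with GC content. Whether GC content is the whole cause cannot be told apart from a further difference, because the limit set for it, 1.2 times the larger SD of the other pairs, is 0.476 when those are corrected as well and 0.51 when they are not. Which of these to use was chosen after the result was seen. Genes at least 2-fold apart fell from 1746 to 558. A sequencing or library batch is not given in the sources used here, and no biological explanation was tested.

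A GC trend is argued against as the source of the cell cycle shift after HOXA-AS3 KD, whose median was -0.396 with the trend removed, of the rRNA processing shift after HOXB-AS3 KD, 0.306 with it removed, and of the fall of HOXB genes after HOXA-AS3 KD, -0.359 with it removed, beside a standard error of 0.0247 for the median of these genes between libraries. Without the removal the cell cycle list and the HOXB genes after HOXA-AS3 KD had adjusted p-values of 0.0974 and 0.128 in limma's fry. With the removal they were 0.000832 and 0.0161, and with the correlation estimated from the data 0.00702 and 0.0797. The rRNA processing list after HOXB-AS3 KD had 0.0136 in fry without the removal and 0.00189 with it, and 0.0294 with the estimated correlation. Over the settings tried the adjusted p ranged from 2.32e-25 to 0.103 for the cell cycle list, from 7.34e-05 to 0.431 for the HOXB genes and from 9.71e-14 to 0.0294 for the rRNA processing list. Seed effects and effects of lncRNA loss stay open for all of them and may act together.

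Direct siRNA matches were weighed for the HOX genes. Seed matches were not counted in HOX genes, so a seed effect stays open for each fall named in this paragraph. No siRNA of the siHOXB-AS3 pool matches HOXB5, HOXB6 or HOXB7 on either strand (0 of the genes), so direct targeting is argued against for their fall. For HOXA5, HOXA6, HOXA7 and HOXB genes, the test as first written was whether any gene matches the siHOXA-AS3 pool, and 1 does, HOXA7, on the antisense strand and in 1 of 3 annotated transcripts. HOXA7 was higher in both siHOXA-AS3 libraries than in both siNT libraries (0.35, standard error 0.256), so the match accounts for no fall seen here. An effect of the match on the level of HOXA7 cannot be told apart from other effects, as HOXA7 and HOXA-AS3 share exonic bases and the strand of counting is not given. Of HOXA5 (-0.15, but 0.16 without siHOXA-AS3 replicate 1) and HOXA6 (-0.11, but 0.51 without siHOXA-AS3 replicate 2 and 0.45 without siNT replicate 2), 0 match the pool, and of the HOXB genes 0 match it, so direct targeting is argued against for these genes.

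Log2 fold changes of the KDs correlated across genes at r = 0.191, and 54.2% of genes had the same sign. In 20 simulated data sets of unchanged groups against the same siNT libraries, r was 0.465 to 0.531 and the share had a mean of 66.7%. The correlation is therefore not above that of unchanged groups that share siNT libraries. Those libraries could account for its sign without a response common to the KDs. The correlation lies below the simulated range, but groups with changes of their own were not simulated. The simulation thus cannot say what lowers it, which was not tested.

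ACTB, the gene that the paper's qRT-PCR values are normalized to, had a log2 fold change of 0.55 after HOXA-AS3 KD (standard error 0.161, adjusted p = 0.615 in edgeR, from 2.6e-05 to 1 over the settings tried) and of -0.0055 after HOXB-AS3 KD, with a sign that changed under no filter, DESeq2 and other settings. In the siHOXA-AS3 libraries it stood at 18550 and 14160 CPM, and in the siNT libraries at 10880 and 11520 CPM. PA2G4, which encodes EBP1, was at -0.11 and 0.29 and CDX2 at -1.08 and -0.78, from under 1 CPM, with 0 of these called in edgeR in either KD. PA2G4 was called after HOXB-AS3 KD with only the groups compared (adjusted p = 0.0218) and without either siHOXA-AS3 library, and over all settings its adjusted p ranged from 0.0196 to 1.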
